# The *Caenorhabditis elegans* homolog of the *Evi1* proto-oncogene, *egl-43*, coordinates G1 cell cycle arrest with pro-invasive gene expression during anchor cell invasion

**DOI:** 10.1371/journal.pgen.1008470

**Published:** 2020-03-23

**Authors:** Ting Deng, Przemyslaw Stempor, Alex Appert, Michael Daube, Julie Ahringer, Alex Hajnal, Evelyn Lattmann

## Abstract

Cell invasion allows cells to migrate across compartment boundaries formed by basement membranes. Aberrant cell invasion is a first step during the formation of metastases by malignant cancer cells. Anchor cell (AC) invasion in *C*. *elegans* is an excellent *in vivo* model to study the regulation of cell invasion during development. Here, we have examined the function of *egl-43*, the homolog of the human *Evi1* proto-oncogene (also called *MECOM*), in the invading AC. *egl-43* plays a dual role in this process, firstly by imposing a G1 cell cycle arrest to prevent AC proliferation, and secondly, by activating pro-invasive gene expression. We have identified the AP-1 transcription factor *fos-1* and the *Notch* homolog *lin-12* as critical *egl-43* targets. A positive feedback loop between *fos-1* and *egl-43* induces pro-invasive gene expression in the AC, while repression of *lin-12 Notch* expression by *egl-43* ensures the G1 cell cycle arrest necessary for invasion. Reducing *lin-12* levels in *egl-43* depleted animals restored the G1 arrest, while hyperactivation of *lin-12* signaling in the differentiated AC was sufficient to induce proliferation. Taken together, our data have identified *egl-43 Evi1* as an important factor coordinating cell invasion with cell cycle arrest.

## Author summary

Cells invasion is a fundamental biological process that allows cells to cross compartment boundaries and migrate to new locations. Aberrant cell invasion is a first step during the formation of metastases by malignant cancer cells. We have investigated how a specialized cell in the Nematode *C*. *elegans*, the so-called anchor cell, can invade into the adjacent epithelium during normal development. Our work has identified an oncogenic transcription factor that controls the expression of specific target genes necessary for cell invasion, and at the same time inhibits the proliferation of the invading anchor cell. These findings shed light on the mechanisms, by which cells decide whether to proliferate or invade.

## Introduction

Cell invasion, which is initiated by the breaching of basement membranes (BMs), is a regulated physiological process allowing select cells to cross compartment boundaries during normal development. Cell invasion is also the first step that is activated during the formation of metastases by malignant cancer cells [1]. Anchor cell (AC) invasion in *C*. *elegans* is a genetically amenable and tractable model that has provided important insights into the molecular pathways regulating cell invasion and uncovered the molecular similarities between tumor cell and developmental cell invasion [2,3].

The AC is specified during the second larval stage (L2) of *C*. *elegans* development, when two equivalent precursor cells (Z1.ppp and Z4.aaa) adopt either the AC or the ventral uterine (VU) fate, depending on stochastic differences in LAG-2 Delta/ LIN-12 Notch signaling [4,5]. This initially small difference is amplified by two extra stochastic events, the division order of Z1 and Z4 and the expression onset of *hlh-2* in Z1.pp and Z1.aa[6]. The cell that exhibits higher *lag-2* expression levels adopts the “default” AC fate and activates LIN-12 Notch signaling in the adjacent cell to induce the VU fate [7]. Unlike the VU cells, which undergo three to four rounds of cell divisions, the AC never divides but remains arrested in G1 phase and adopts an invasive fate. NHR-67, a nuclear receptor of the *tailless* family, is required to maintain the G1 arrest of the AC by regulating the cyclin-dependent kinases (CDK) inhibitor CKI-1. In response to the G1 arrest established by NHR-67, the histone deacetylase HDA-1 promotes the invasive AC fate [8]. AC invasion occurs during the third larval stage (L3) of *C*. *elegans* development. During this process, the AC is guided ventrally by cues from the adjacent primary vulva precursor cells (VPCs) and the ventral nerve cord. The AC then breaches the two BM layers separating the uterus from the epidermis and establishes direct contact with the invaginating vulva epithelium [9].

Both AC/VU fate specification and AC invasion require the activity of the e*gl-43* gene, which encodes two isoforms of a Zinc finger transcription factor homologous to the mammalian *Evi1* proto-oncogene in the MECOM (Myelodysplastic Syndrome 1(MDS1) and Ecotropic Viral Integration Site 1 (EVI1), MDS1-EVI1) locus [10–12]. Human *Evi1* has been implicated in the development of different types of cancer, most notably in the hematopoietic system in acute myeloid leukemia (AML) [13,14]. Inhibition of *C*. *elegans egl-43* during the mid-L2 stage leads to the formation of two ACs due to a defect in AC/VU cell specification [10]. However, *egl-43* remains expressed in the AC after its specification, where EGL-43 is required together with the AP-1 transcription factor FOS-1 to induce the expression of genes that promote BM breaching (i.e. pro-invasive genes), such as *zmp-1*, *cdh-3* and *him-4* [10,11,15].

Despite the importance of *egl-43* in regulating pro-invasive gene expression and BM breaching, its exact role during AC invasion remains poorly understood. Here, we report that *egl-43* and *fos-1* form a positive auto-regulatory feedback-loop. Moreover, *egl-43* plays a previously unknown role in establishing the G1 arrest of the AC by repressing Notch-dependent AC proliferation. Thus, *egl-43* acts as an important regulator of AC invasion that coordinates the G1 arrest with pro-invasive gene expression.

## Results

### Deletion of the long *egl-43L* isoform leads to the formation of multiple ACs that fail to invade

In order to study the role of the different *egl-43* isoforms during AC invasion, we used CRISPR/Cas9 genome editing [16] to insert *gfp* tags at the 5’ or 3’ end of the *egl-43* locus **(Fig 1A)**. Since the transcriptional start site of the short isoform (*egl-43S*) is located within the 5th intron of the *egl-43L* locus, the insertion of the *gfp* cassette at the 5’ end of the first exon labels exclusively the protein encoded by the long isoform (*gfp*::*egl-43L*), whereas the insertion of the *gfp* tag at the 3’ end of the locus labels both, the short *egl-43S* and the long *egl-43L* isoforms (*egl-43*::*gfp*, **Fig 1A)**. Furthermore, the *gfp* cassette inserted at the 5’ end contained two flippase recognition target (FRT) sites in the *gfp* introns, permitting the tissue-specific inactivation of the *egl-43L* isoform (**S1 Fig**). For the expression analysis, we focused on the mid-L3 stage (the Pn.pxx stage, after the VPCs had undergone two rounds of cell divisions), the time when AC invasion normally occurs [9]. Both reporters, *gfp*::*egl-43L* and *egl-43*::*gfp*, were expressed in the invading AC and in the surrounding ventral and dorsal uterine (VU and DU) cells (**Fig 1B**, for a quantification of the AC expression levels of the different reporters, see **S2 Fig**). We found no obvious difference in the expression pattern of the two *egl-43* reporters, suggesting that the long *egl-43L* isoform accounts for most of the expression observed. In order to test if the uterine expression is indeed caused by *egl-43L*, we designed two RNAi clones, one specifically targeting *egl-43L* (exons 4 and 5 of *egl-43L*), and the other targeting the 5’ UTR of *egl-43S*, which is not included in the *egl-43L* transcript **(Fig 1A)**. EGL-43::GFP expression was lost upon *egl-43L* RNAi, yet no difference in expression was observed after *egl-43S* RNAi (**Fig 1C, S2C Fig**), supporting the above conclusion that the uterine expression originates predominantly from the long *egl-43L* isoform.

**Fig 1:**
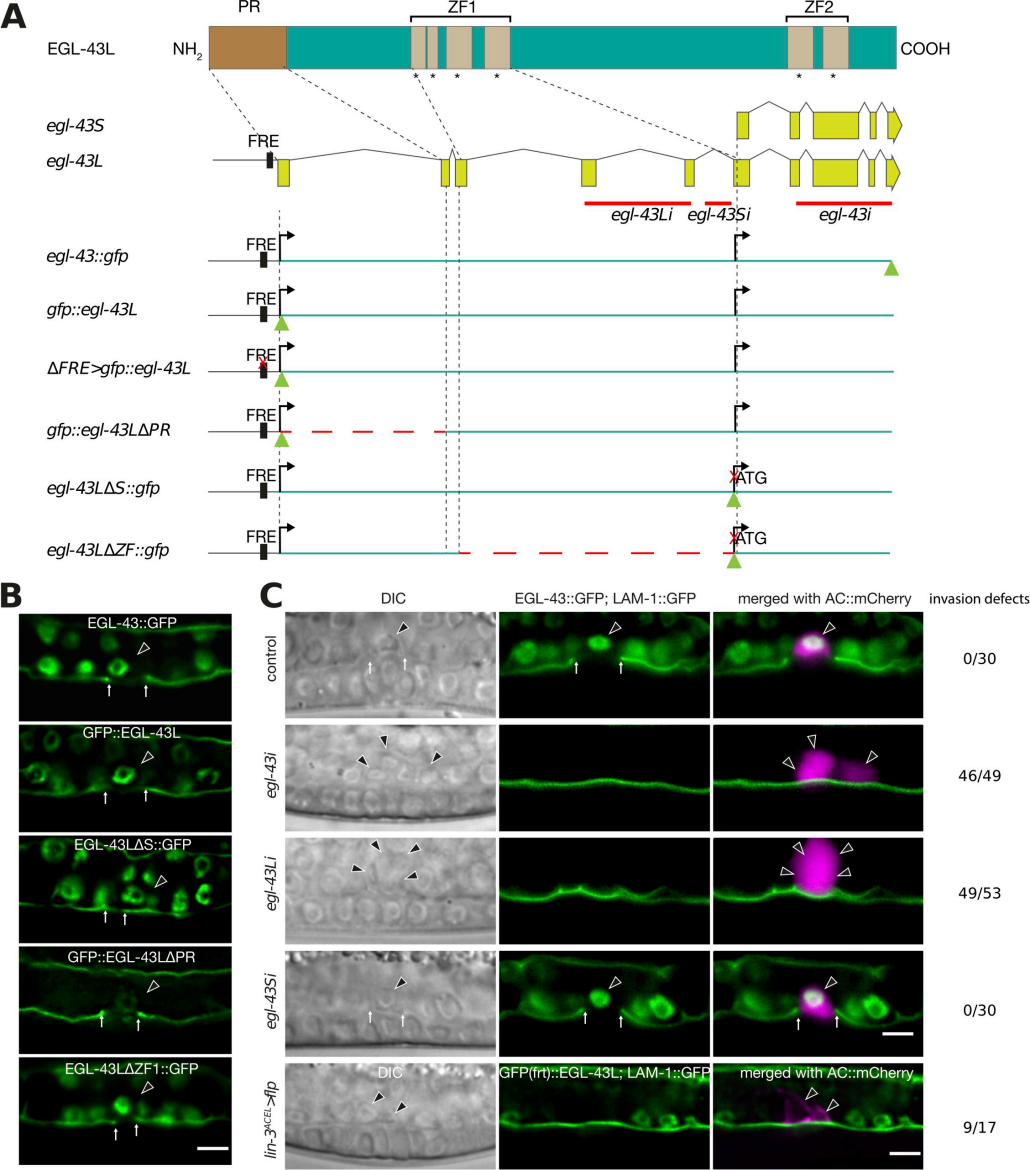
Loss of *egl-43L* function leads to the formation of multiple ACs. **(A)** Schematic overview of the *egl-43* locus and the CRISPR/Cas9 engineered alleles used in this study. Green triangles indicate *gfp* insertion sites and dashed red line indicate deleted regions. The red crosses indicate the sites of the 11 bp (TTACTCATCTT) deletion in the Fos-Responsive Element (FRE) and of the mutation in the initiation codon of the *egl-43S* isoform. Solid red lines refer to the regions targeted by RNAi. **(B)** Expression patterns of the different endogenous *egl-43* reporters depicted in **(A).** The basement membrane (BM) was simultaneously labelled with the LAM-1::GFP marker to score AC invasion. At least 25 animals were examined for each reporter. All animals contained one GFP expressing AC and exhibited BM breaching. A quantification of the AC expression levels is shown in **S2 Fig**. **(C)** RNAi of the different *egl-43* isoforms and FLP/FRT-mediated excision of *egl-43L*. Left panels show Nomarski (DIC) images and middle panels the fluorescence signals of endogenous EGL-43::GFP expression in the nuclei and the LAM-1::GFP BM marker. The right panels show the GFP signals merged with the ACs labelled by the *lin-3*^*ACEL*^*>mCherry* reporter (rows 1–4) and *cdh-*3>mCherry::PH (row 5) in magenta. The black arrowheads point at the AC nuclei and the white arrows at the locations of the BM breaches. Control refers to animals exposed to the empty RNAi vector. The numbers to the right indicate the penetrance of the invasion defects. A quantification of the AC expression levels is shown in **S**2**C Fig**. The scale bars are 5 μm.

As reported previously [11], *egl-43L* RNAi led to an invasion defect with a penetrance comparable to that of total *egl-43* RNAi (92% for *egl-43L* (n = 53) and 94% for total *egl-43* RNAi (n = 49), combined data from two independent RNAi experiments). Consistent with a role of *egl-43* during AC/VU specification [10,11], we detected early L3 larvae with two ACs upon *egl-43L* or total *egl-43* RNAi **(Fig 1C)**. However, in 36 out of 49 cases, total *egl-43* RNAi led to the formation of more than two ACs, a phenotype that cannot be explained by an AC/VU specification defect **(Fig 1C)**. Similar to the invasion defects, the occurrence of multiple ACs was also caused by selective inhibition of the long *egl-43L* isoform, with 42 out of 53 worms containing more than 2 ACs **(Fig 1C)**. Moreover, the number of ACs increased progressively with the age of the larvae, indicating an ongoing proliferation of the AC after the L2 stage (**Fig 2A and 2B**). This pointed to an additional role of *egl-43L* in preventing the proliferation of the AC after its specification, independently of its function during VU fate specification.

**Fig 2:**
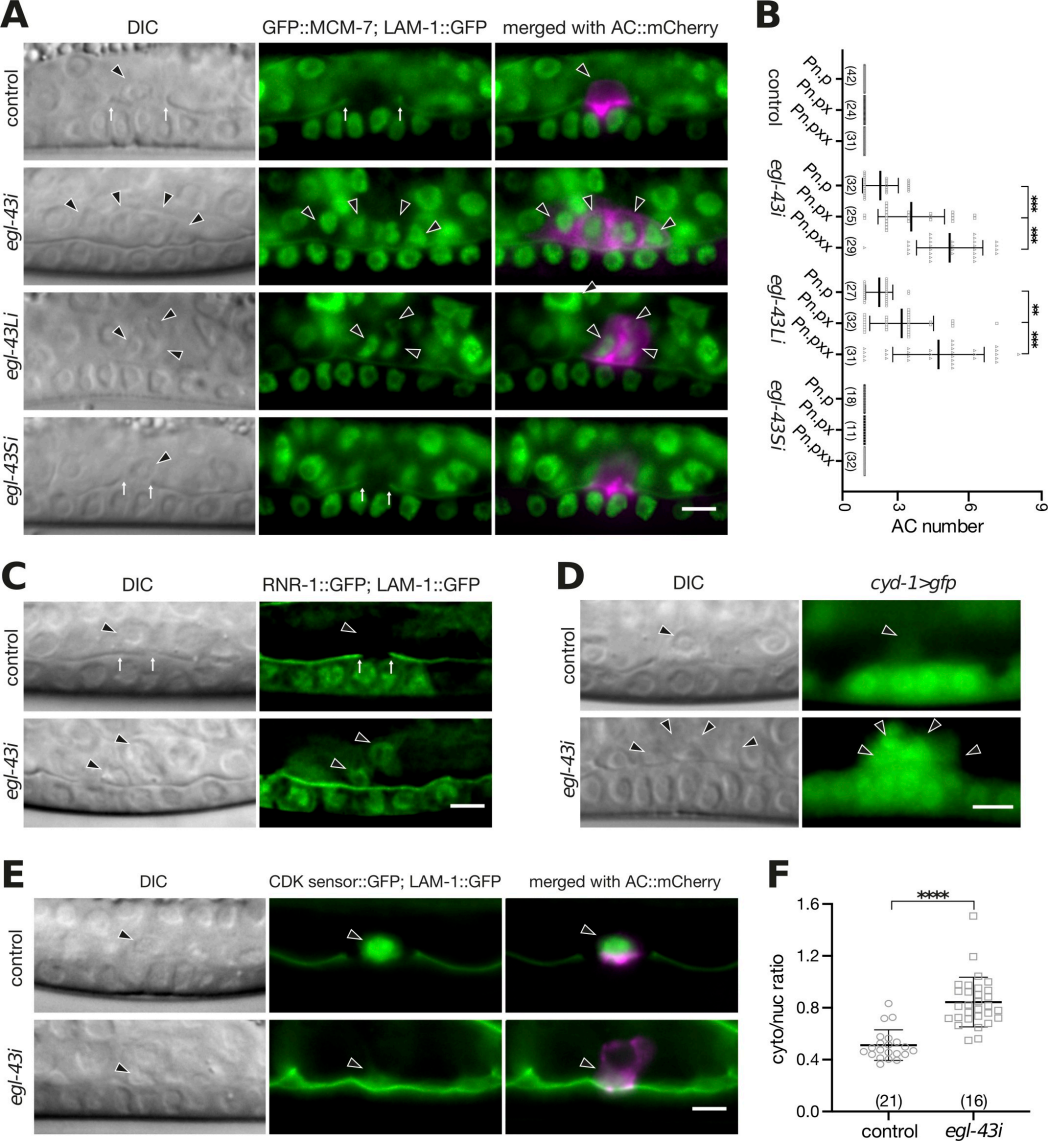
*egl-43* is required for the G1 arrest of the AC. **(A)** Expression of the endogenous GFP::MCM-7 reporter after RNAi of the different *egl-43* isoforms. Elevated AC expression of GFP::MCM-7 was detected after *egl-43* RNAi and *egl-43L* RNAi (29/29 and 28/31 cases, respectively), but not after control or *egl-43S* RNAi (0/31 and 0/32 cases, respectively). The left panels depict Nomarski (DIC) images and the middle panels nuclear GFP::MCM-7 expression together with the LAM-1::GFP BM marker at the mid-L3 stage. The right panels show the GFP signals merged with the ACs labelled by the *cdh-3*>mCherry::PH reporter in magenta. **(B**) Quantification of the number of ACs formed after RNAi of the different *egl-43* isoforms from the early L3 (Pn.p) until the mid-L3 (Pn.pxx) stage. The error bars indicate the standard deviation. **(C)** Expression of the S-phase marker RNR-1::GFP together with LAM-1::GFP in control and *egl-43* RNAi-treated mid-L3 larvae. No RNR-1::GFP expression was detected in 48 control RNAi animals, while 30/39 *egl-43* RNAi- treated animals expressed the S-phase marker. **(D)** Elevated expression of the Cyclin D *cyd-1>gfp* reporter in the multiple ACs of *egl-43* RNAi-treated mid-L3 larvae was observed in 52/58 cases, while all 43 control larvae showed faint *cyd-1>gfp* expression in the single AC. **(E)** Expression of the CDK activity sensor in the AC of control and *egl-43* RNAi-treated mid-L3 larvae together with the LAM-1::GFP BM marker. The right panels show the CDK sensor signal merged with the ACs labelled by the *lin-3*^*ACEL*^*>mCherry* reporter in magenta. **(F)** Quantification of CDK sensor activity in the AC. Scatter plots showing the cytoplasmic to nuclear intensity ratio as a measure of CDK activity. The error bars indicate the standard deviation and the vertical bars in **(B)** and horizontal bars in **(F)** the mean values. Statistical significance was determined with a Student’s t-test and is indicated with ** for p<0.01, *** for p<0.001, **** for p<0.0001 and n.s for p> 0.05. In each graph, the numbers of animals scored are indicated in brackets. The black arrowheads point at the AC nuclei and the white arrows at the locations of the BM breaches. The scale bars are 5 μm.

In order to specifically examine the role of the *egl-43S* isoform during AC invasion, we used CRISPR/Cas9 engineering to introduce an ATG→CTG mutation in the predicted *egl-43S* start codon (*egl-43LΔS*::*gfp*, **Fig 1A and 1B**). The *egl-43LΔS*::*gfp* strain was viable and showed a similar expression pattern as the *egl-43*::*gfp* and *gfp*::*egl-43L* strains (**Fig 1B**). Moreover, AC invasion occurred normally in all *egl-43LΔS*::*gfp* animals examined, and no AC proliferation was observed (n = 35), which confirms the predominant role of *egl-43L* in regulating AC invasion and proliferation.

Finally, we used the Flp/FRT system to generate an AC-specific knock-out of *egl-43L* [17]. Since two FRT sites had been inserted in introns of the *gfp* cassette at the 5’ end of the *egl-43L* locus, the expression of the FLPase under control of the AC-specific *lin-3* enhancer element (*lin-3*^*ACEL*^*>flp*) [18] specifically inactivated *egl-43L* in the AC (**S1 Fig**). Deletion of *egl-43L* in the AC led to invasion defects (9 out of 17 animals) and the formation of multiple ACs (4 out of 17 cases), similar to the phenotypes caused by *egl-43* RNAi **(Fig 1C)**. The relatively low penetrance observed after Flp/FRT-mediated excision compared to RNAi could be due to the perdurance of the EGL-43 protein in the AC, as faint GFP::EGL-43 expression in the AC of mid-L3 larvae could be observed in 2 out of 17 cases.

In summary, the long *egl-43L* isoform acts cell-autonomously to block AC proliferation and promote invasion.

### Neither the N-terminal PR nor the ZF1 domains in EGL-43 are necessary for AC invasion

*egl-43L* encodes a transcription factor containing an N-terminal PRD1-BF1/RIZ-1 domain (PR) and two separate clusters of Zinc finger domain (ZF1 & ZF2) that could exhibit DNA binding activity [12]. PR domains are structurally similar to the SET (Su(var)3-9, Enhancer of zeste and Trithorax) domains, which contribute to histone lysine methyltransferase activity and have also been reported to mediate protein-protein interactions [19,20]. In order to dissect the requirement of the different EGL-43 domains during AC invasion, we generated in-frame deletions in the *egl-43* coding region using the CRISPR/Cas9 system **(Fig 1A)**. In the PR domain deletion allele (*gfp*::*egl-43ΔPR*, deleted amino acids 2–62), we detected an approximately 75% decrease in GFP::EGL-43L expression levels in the AC (**Fig 1B**, **S2A Fig**). Despite this strong reduction, neither the proliferation nor the invasion of the AC were affected as all 25 animals scored showed normal AC invasion and no proliferation. Thus, the PR domain in EGL-43 is not necessary for AC invasion. Though, the reduced expression levels suggested that the PR domain is either required for *egl-43* autoregulation (see below), protein stability, or that there exist additional regulatory elements in the deleted first intron that promote *egl-43* expression in the AC (**Fig 1A**).

Furthermore, no AC invasion defects and no change in expression levels were observed in *egl-43ΔZF1*::*gfp* mutants, which carry an in-frame deletion removing amino acids 161–235, which encode the N-terminal Zinc Finger domains (ZF1) (**Fig 1B**, **S2B Fig**). Note that this allele also deletes the promoter of the *egl-43S* isoform. By contrast, the *egl-43* null mutant *tm1802*, which contains a 659 bp deletion removing the C-terminal Zinc Finger domains (ZF2), displays severe developmental defects and early embryonic lethality [11]. Thus, the regulation of AC invasion and proliferation most likely depends on the C-terminal ZF2 domains.

### *egl-43* is required for the G1 arrest of the AC

Previous studies have shown that the AC must remain arrested in the G1 phase in order to invade [8]. The occurrence of multiple (i.e. more than two) ACs upon inactivation of *egl-43L* indicated that the AC had bypassed the G1 arrest and begun to proliferate. In order to test this hypothesis, we performed RNAi knock down of the different *egl-43* isoforms in a strain carrying an endogenous GFP::MCM-7 reporter. *mcm-7* encodes a subunit of the pre-replication complex (pre-RC) that is highly expressed in cycling cells but down-regulated in non-proliferating cells [21,22]. No GFP::MCM-7 expression was detectable in the AC after control or *egl-43S* RNAi. However, *egl-43* and *egl-43L* RNAi resulted in elevated GFP::MCM-7 levels in the multiple ACs that formed, indicating that these ACs had re-entered the cell cycle (**Fig 2A**). Consistent with this conclusion, the average number of ACs increased during the development from the Pn.p (late L2/early L3) stage to the Pn.pxx (mid to late L3) stage (**Fig 2B**).

To further characterize the cell cycle state of the AC, we analyzed RNR-1::GFP expression, which serves as an S-phase marker [23]. While RNR-1::GFP was absent in the AC of control RNAi animals, it was expressed in the multiple ACs formed after *egl-43* RNAi (**Fig 2C**). Moreover, we detected elevated levels of a transcriptional *cyd-1>gfp* Cyclin D reporter in the multiple ACs produced after *egl-43i*, while the single AC in control animals showed only faint Cyclin D expression **(Fig 2D)**. Finally, we expressed a CDK biosensor in the AC to directly quantify CDK kinase activity [24,25]. This sensor monitors CDK activity via the phosphorylation-induced nuclear export of a GFP-tagged kinase substrate. Thus, a high cytoplasmic-to-nuclear signal ratio indicates high CDK activity. The multiple ACs formed in *egl-43* RNAi-treated animals showed a significantly increased CDK sensor activity compared to the single AC in control RNAi animals **(Fig 2E and 2F)**.

Thus, loss of EGL-43 function increases CDK activity and triggers cell cycle entry of the AC.

### *egl-43* and *nhr-67* play distinct roles in inducing the G1 arrest of the AC

As reported previously [8], RNAi of *nhr-67* led to the appearance of multiple ACs that could not breach the BM (**Fig 3A**). Since loss of *nhr-67* led to a similar phenotype as inhibition of *egl-43*, we tested whether the expression of *nhr-67* depends on *egl-43*, or vice versa. We first measured *egl-43* and *nhr-67* GFP reporter expression in early L3 larvae at the Pn.p stage, shortly after AC specification had occurred and the G1 arrest had been established. Quantification of endogenous GFP::EGL-43L reporter levels after *nhr-67* RNAi revealed no significant change (**S3A and S3B Fig**). Also, the expression of an *nhr-67*::*gfp* reporter at the early L3 stage was not significantly changed by *egl-43* RNAi (**Fig 3C and 3D**). Moreover, the expression of the histone deacetylase *hda-1*, which acts downstream of *nhr-67* to promote AC invasion [8], was not changed by *egl-43* RNAi (**S3E and S3F Fig**). However, in mid-L3 larvae (Pn.pxx stage), around the time of AC invasion, *nhr-67* RNAi caused an approximately 30% reduction in GFP::EGL-43 expression levels, and a similar reduction in NHR-67::GFP expression levels was observed after *egl-43* RNAi (**Fig 3A–3D**). Thus, at later stages *egl-43* and *nhr-67* may positively regulate each other’s expression.

**Fig 3:**
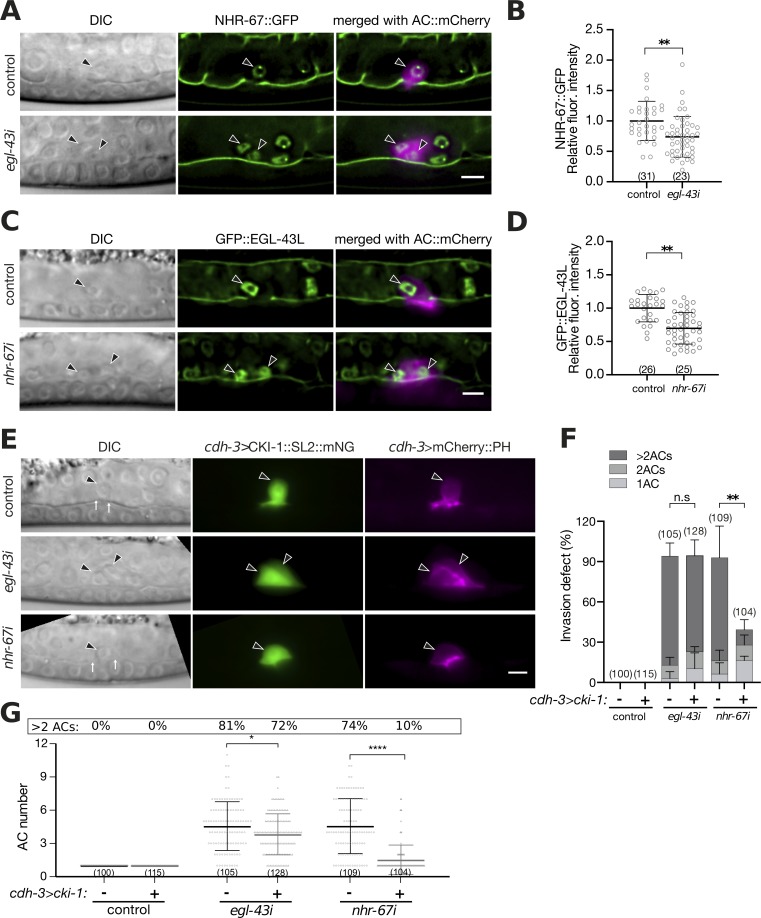
*egl-43* functions in parallel with *nhr-67* and *cki-1*. **(A)** Expression of GFP::EGL-43L after control and *nhr-67* RNAi. The left panels depict Nomarski (DIC) images and the middle panels GFP::EGL-43L expression together with the LAM-1::GFP BM marker at the mid-L3 (Pn.pxx) stage. The right panels show the GFP signals merged with the ACs labelled by the *lin-3*^*ACEL*^*>mCherry* reporter in magenta. **(B)** Quantification of GFP::EGL-43L levels in the AC. **(C)** Expression of NHR-67::GFP after control and *egl-43* RNAi. The left panels depict Nomarski (DIC) images and the middle panels NHR-67::GFP expression together with the LAM-1::GFP BM marker at the mid-L3 (Pn.pxx) stage. The right panels show the GFP signals merged with the ACs labelled by the *cdh-3>mCherry*::*PH* reporter in magenta. **(D)** Quantification of NHR-67::GFP levels in the AC. **(E)** AC-specific expression of *cki-1* from the *cdh-3* enhancer/promoter in control, *egl-43* and *nhr-67* RNAi-treated mid-L3 larvae. The left panels depict Nomarski (DIC) images, the middle panels *cdh-3>*CKI-1::SL2::mNG expression in green and the right panels the ACs labelled by the *cdh-3>*mCherry::PH reporter in magenta. Only animals showing mNG expression in the AC were scored. **(F)** Quantification of the AC invasion and **(G)** proliferation phenotypes in RNAi-treated animals expressing *cdh-3>*CKI-1::SL2::mNG (+) compared to their control siblings lacking the *cdh-3>cki-1*::*SL2*::*mNG* transgene (-). The error bars indicate the standard deviation and the horizontal bars the mean values. Statistical significance was determined with a Student’s t-test and is indicated with n.s. for p>0.05, * for p<0.05, ** for p<0.01, and **** for p<0.0001. The black arrowheads point at the AC nuclei. The numbers in brackets in the graphs refer to the numbers of animals analyzed. The scale bars are 5 μm.

Due to the high penetrance of the AC proliferation phenotype caused by single *nhr-67* or *egl-43* RNAi, we were unable to test if the simultaneous knock-down of both transcription factors had an additive effect. Consistent with a previous report [8], the AC-specific expression of the CDK inhibitor *cki-1* together with an mNeonGreen (mNG) marker on a bi-cistronic mRNA under control of a *cdh-3* enhancer/promoter fragment (*cdh-3>cki-1*::*SL2*::*mNG*) partially rescued the AC proliferation and invasion defects caused by *nhr-67* RNAi (**Fig 3E–3G**). By contrast, CKI-1 overexpression did not rescue the invasion defects caused by *egl-43* RNAi (**Fig 3E and 3F**), and it only slightly inhibited AC proliferation (**Fig 3G**). Notably, around 10% of *egl-43* RNAi treated and CKI-1 overexpressing animals contained one AC, yet their BMs were not breached (**Fig 3F**).

These data suggested that that *egl-43* acts in parallel with *nhr-67* and *hda-1* to maintain the G1 arrest and promote invasion of the AC.

### *egl-43* inhibits AC proliferation by repressing *lin-12 Notch* expression

LIN-12 Notch signaling is not only critical during the AC/VU decision, but it also links differentiation to cell cycle progression in different tissues [4,26,27]. We therefore tested whether *egl-43* regulates *lin-12 Notch* expression in the AC by examining a translational LIN-12::GFP reporter [28]. In control animals at the mid-L3 stage, LIN-12::GFP expression had disappeared in the AC, while expression persisted in the adjacent VU cells (**Fig 4A**). By contrast, the multiple ACs that formed after *egl-43* RNAi continued to express LIN-12::GFP (**Fig 4A**). The ACs in *egl-43* RNAi-treated larvae still expressed a *lin-3*::*mNG* reporter, which serves as a marker to distinguish the AC from the VU fate [29], as well as a reporter for the LIN-12 ligand LAG-2 (**S4A and S4B Fig**) [30]. Thus, the inhibition of *egl-43* did not cause a transformation of the AC into a VU fate, but rather resulted in the ectopic expression of LIN-12 in the proliferating ACs.

**Fig 4:**
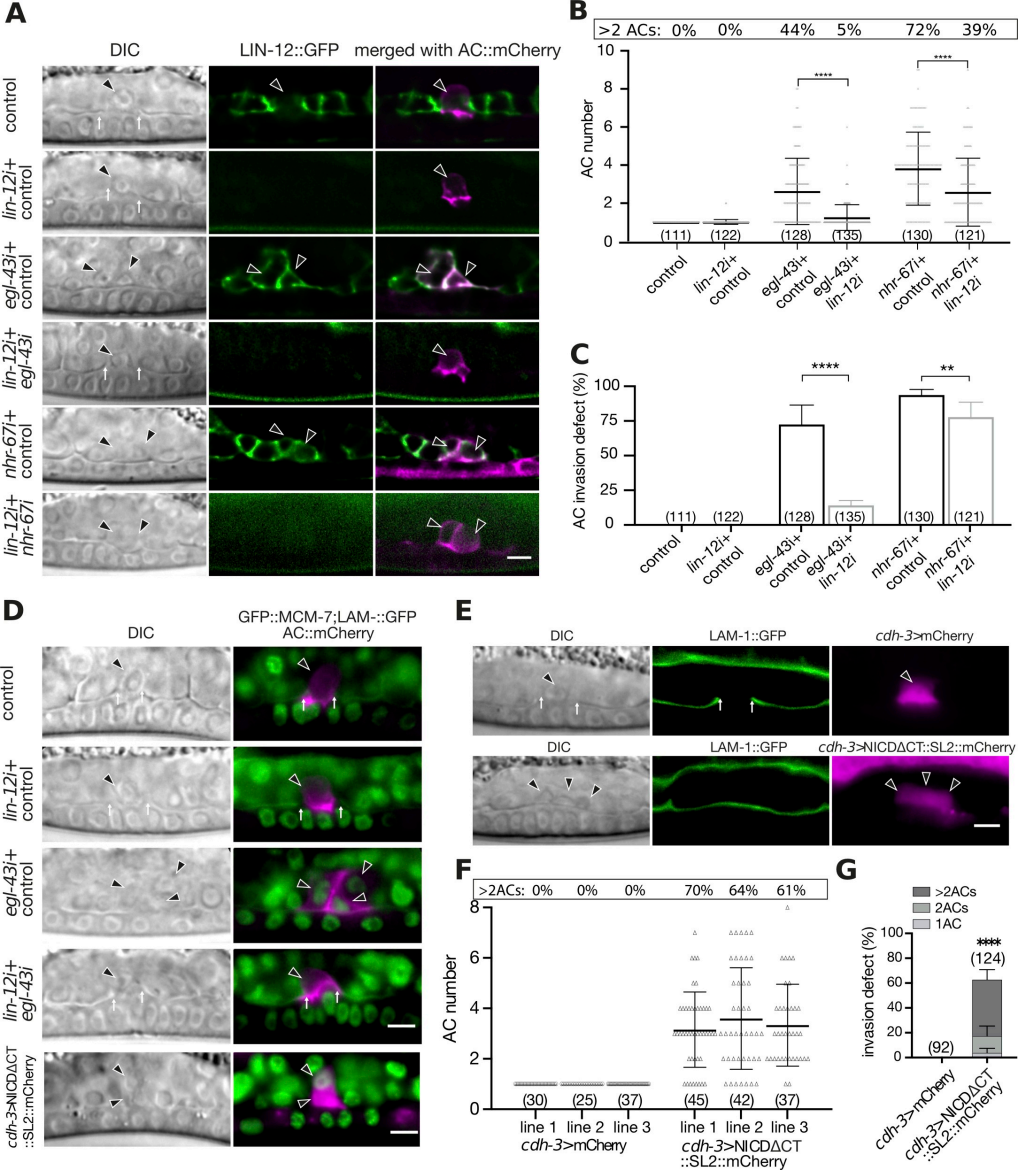
*egl-43* and *nhr-67* repress *lin-12 Notch* expression to prevent AC proliferation. **(A)** Expression of LIN-12::GFP after control, *lin-12*, *egl-43* or *nhr-67* single and *egl-43; lin-12* or *nhr-67; lin-12* double RNAi. The left panels shows Nomarski (DIC) images, middle panels LIN-12::GFP expression in green and the right panels the GFP signal merged with the AC labelled by the *cdh-3>mCherry*::*PH* reporter in magenta. Elevated LIN-12::GFP expression was observed in the ACs of 93/128 *egl-43* and 119/130 *nhr-67* RNAi treated animals, while none of 111 control RNAi animals showed LIN-12::GFP expression in the AC. **(B)** Quantification of the AC numbers in mid-L3 larvae treated with the different RNAi combinations shown in **(A)**. **(C)** Quantification of the AC invasion defects caused by the different RNAi treatments shown in **(A)**. **(D)** GFP::MCM-7 expression together with LAM-1::GFP after control, *egl-43* or *lin-12* single and *egl-43; lin-12* double RNAi, and in larvae expressing NICDΔCT::mCherry. The left panels show Nomarski (DIC) images and the right panels the GFP::MCM-7 signal in green merged with the AC labelled by the *cdh-3>mCherry*::*PH* reporter in magenta. 32/35 *egl-43* single RNAi and 13/40 *egl-43; lin-12* double RNAi treated animals showed GFP::MCM-7 expression in the AC. None of the 32 control and of the 40 *lin-12* single RNAi treated animals exhibited GFP::MCM-7 expression in the AC. Expression of NICDΔCT::mCherry induced GFP::MCM-7 expression in 32/33 cases. **(E)** AC-specific expression of *nicdΔct* from the *cdh-3* enhancer/promoter leads to the formation of multiple ACs. Left panels shows Nomarski (DIC) images and middle panels the BM marker LAM-1::GFP. The right panels show the mCherry expression from the *cdh-3* promoter as a control (row 1) or co-expressed with *nicdΔct* from a bi-cistronic transcript (row 2). **(F**) Quantification of the AC numbers in three independent control lines expressing mCherry alone and in three lines expressing NICDΔCT together with mCherry in the AC. **(G)** Quantification of the AC invasion defects in control lines and in lines expressing NICDΔCT together with mCherry in the AC. The pooled results of the three indepdnet lines are shown. The error bars indicate the standard deviation and the horizontal bars in **(B)** and **(F)** the mean values. Statistical significance was determined with a Student’s t-test and is indicated with ** for p<0.01 and **** for p<0.0001. The black arrowheads point at the AC nuclei. The numbers in brackets in the graphs refer to the numbers of animals analyzed. The scale bars are 5 μm.

To test whether an over-activation of *lin-12* Notch signaling in the AC is responsible for the AC proliferation phenotype, we performed double RNAi of *egl-43* and *lin-12* and scored the number of ACs, as well as their ability to invade. While 63% of *egl-43* single RNAi-treated animals formed multiple (i.e. more than one) ACs, only 16% of *egl-43*; *lin-12* double RNAi-treated animals contained multiple ACs. The average number of ACs per animals decreased from 2.6 in *egl-43* single to 1.2 in *egl-43; lin-12* double RNAi-treated animals (**Fig 4B**), and the penetrance of the AC invasion defect decreased from 72% to 14% (**Fig 4C**). Eight out of the 19 animals that had been treated with *egl-43; lin-12* double RNAi and exhibited an invasion defect contained a single AC. This suggested that the *egl-43* invasion phenotype is not exclusively caused by the over-proliferation of the AC.

To test if reducing *lin-12* activity restored the cell cycle arrest of the AC, we examined the GFP::MCM-7 reporter, which is expressed exclusively in proliferating cells. Control or single *lin-12* RNAi did not induce GFP::MCM-7 expression in the AC of mid-L3 larvae, while *egl-43* RNAi resulted in the formation of multiple GFP::MCM-7 positive ACs in 91% of the cases (**Figs 2A & 4D**). By contrast, the single ACs formed in *egl-43; lin-12* double RNAi-treated animals did not express GFP::MCM-7 in 68% of the cases (**Fig 4D**).

LIN-12::GFP expression was also up-regulated in the AC of *nhr-67* RNAi treated animals (**Fig 4A**). However, inhibition of *lin-12* only partially suppressed the AC over-proliferation caused by *nhr-67* RNAi from 3.8 to 2.6 ACs per animal (**Fig 4B**) and only slightly reduced the *nhr-67* invasion defects from 94% to 81% (**Fig 4C**).

Thus, reducing *lin-12* activity suppressed the AC proliferation and invasion defects caused by *egl-43* RNAi. By contrast, the *nhr-67* phenotype was less sensitive to a reduction in *lin-12* levels, suggesting that NHR-67 inhibits AC proliferation predominantly through another pathway.

### Activation of LIN-12 Notch signaling in the differentiated AC triggers proliferation

These results led to the hypothesis that the ectopic activation of LIN-12 Notch signaling caused by loss of *egl-43* function may trigger the re-entry of the AC into the cell cycle. In order to test if LIN-12 signaling is sufficient to induce AC proliferation, we expressed a fragment of the intracellular LIN-12 Notch domain, in which the C-terminal PEST degradation motif had been deleted (NICDΔCT) [26], under the control of the AC-specific *cdh-3* enhancer/promoter fragment. Expression of NICDΔCT in the VPCs was shown to hyper-activate the Notch signaling pathway [26], and *cdh-3*-driven expression occurs only after the AC fate has been specified [31]. Three independent transgenic lines carrying the *cdh-3>nicdΔct*::*SL2*::*mCherry* transgene (co-expressing an mCherry marker on a bi-cistronic mRNA) exhibited an AC proliferation phenotype with an average of 3.4 ACs per animal, which is comparable to the phenotype observed after *egl-43* RNAi (**Fig 4E and 4F**). In addition, the GFP::MCM-7 reporter was up-regulated (**Fig 4D**), even though GFP::EGL-43L continued to be expressed in the multiple ACs of *cdh-3>nicdΔct*::*SL2*::*mCherry* animals (**S4C Fig**). In addition, NICDΔCT expression caused a penetrant AC invasion defect (**Fig 4G**).

Thus, the ectopic activation of the LIN-12 Notch pathway in the differentiated AC was sufficient to trigger cell cycle entry. Taken together, we propose that EGL-43 inhibits LIN-12 Notch expression to maintain the G1 arrest of the invading AC.

### A positive regulatory feedback loop between *egl-43* and *fos-1* activates pro-invasive gene expression

It has previously been reported that *fos-1* positively regulates *egl-43* expression in the AC and that *egl-43* is required for the expression of *zmp-1*, *cdh-3* and *him-4* [10,11]. To further characterize the role of *egl-43* in regulating pro-invasive gene expression, we investigated a possible mutual regulation of *fos-1* and *egl-43*. The expression of the endogenous GFP::EGL-43L reporter in the AC was reduced approximately two-fold in homozygous *fos-1(ar105)* mutants compared to heterozygous *fos-1(ar105)/+* control siblings at the mid-L3 stage (**Fig 5A and 5B**). Using CRISPR/Cas9 genome editing, we deleted the 11 bp (TTACTCATCTT) FOS-Responsive Element (FRE) [11] in the promoter region of the endogenous *gfp*::*egl-43L* reporter strain (*ΔFRE>gfp*::*egl-43L*, **Fig 1A**). In a heterozygous *fos-1(ar105)/+* background, the expression of the mutant *ΔFRE>gfp*::*egl-43L* reporter was reduced to a similar extent as the wild-type *gfp*::*egl-43L* reporter was reduced in a homozygous *fos-1(ar105)* background. Since the levels of the FRE mutant reporter did not further decrease in homozygous *fos-1(ar105)* larvae, FOS-1 appears to control *egl-43* expression mainly through this FRE (**Fig 5A and 5B**). While this experiment confirmed that FOS-1 up-regulates endogenous *egl-43* expression, it also pointed at the existence of additional factors that activate *egl-43* expression in the AC. In particular, the deletion of the FRE in *egl-43* did not cause an obvious defect in AC invasion (all 23 animals scored showed normal AC invasion), suggesting that the reduction in *egl-43* expression after the deletion of the FRE can be compensated by the AC.

**Fig 5:**
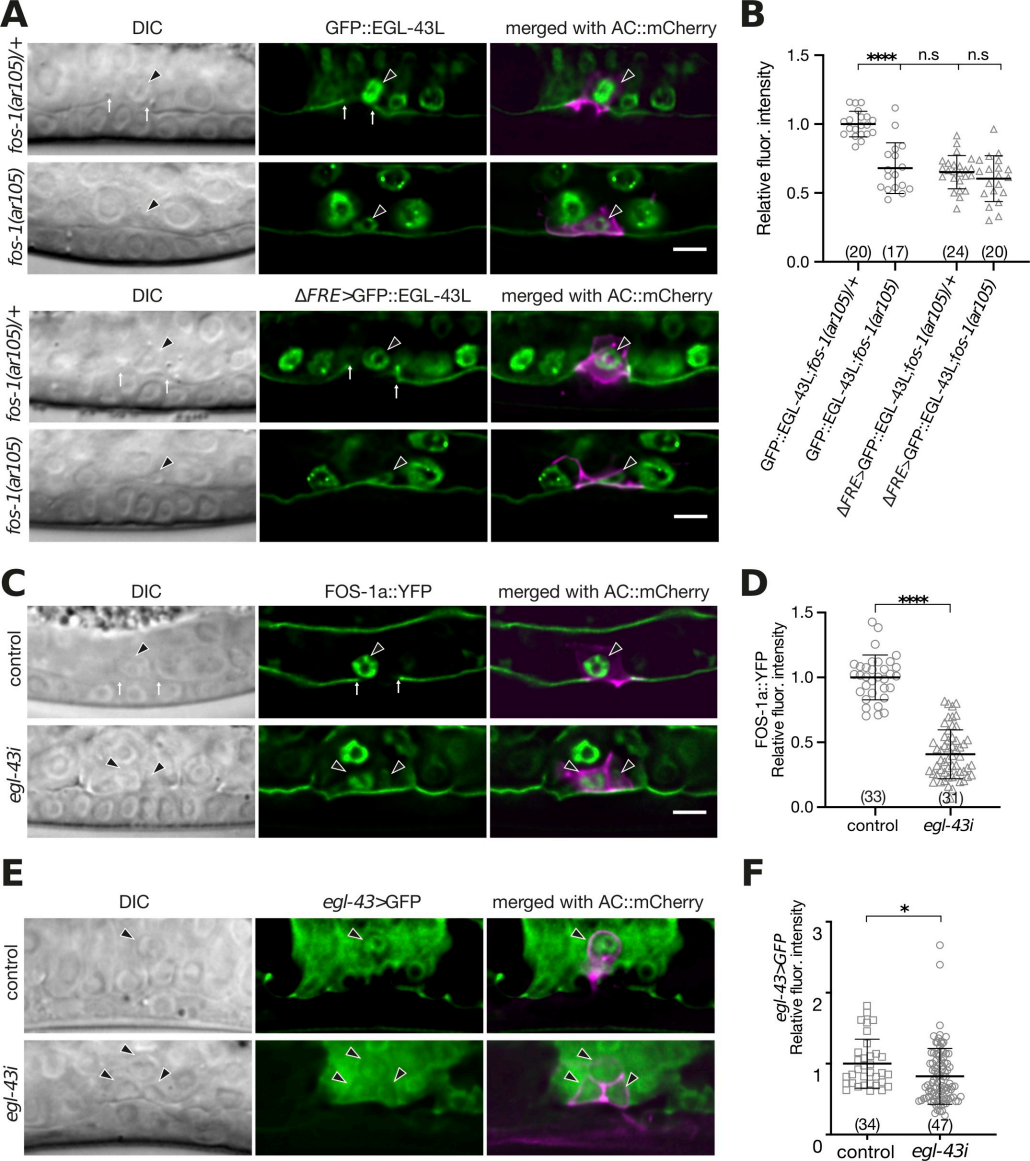
*egl-43* and *fos-1* regulate each other’s expression. **(A)** Expression of endogenous GFP::EGL-43L and of the mutant *ΔFRE*>GFP::EGL-43L reporter carrying a deletion of the Fos-responsive element TTACTCATCTT (ΔFRE), each in a *fos-1(ar105)/+* heterozygous and *fos-1(ar105)* homozygous background at the mid-L3 stage. **(B)** Quantification of GFP::EGL-43L expression levels in the ACs of the indicated mutant backgrounds. **(C**) Expression of a FOS-1a::YFP reporter after control and *egl-43* RNAi. **(D)** Quantification of FOS-1a::YFP levels in the ACs after control RNAi. **(E)** Expression of a transcriptional *egl-43>gfp* reporter in the ACs after control and *egl-43* RNAi. **(F)** Quantification of the transcriptional *egl-43>gfp* reporter expression shown in **(E)**. For each reporter, the left panels show Nomarski (DIC) images, the middle panels the GFP signals of the indicated reporters in green (in **(A)** and **(C)** together with the LAM-1::GFP BM marker) and the right panels the GFP reporter signals merged with the ACs labelled with the *cdh-3>mCherry*::*PH* reporter in magenta. The black arrowheads point at the AC nuclei and the white arrows at the locations of the BM breaches. The error bars indicate the standard deviation and the horizontal bars the mean values. Statistical significance was determined with a Student’s t-test and is indicated with n.s. for p>0.05, * for p<0.05 and **** for p<0.0001. The numbers in brackets refer to the numbers of animals analyzed. The scale bars are 5 μm.

Since *egl-43* and *fos-1* regulate some of the same target genes [11,15], we tested if *egl-43* regulates *fos-1a* expression. The expression of a *fos-1a*::*yfp* reporter in the AC was reduced approximately three-fold by *egl-43* RNAi (**Fig 5C and 5D**), indicating that *egl-43* and *fos-1* positively regulate each other’s expression. Moreover, the expression of a transcriptional *egl-43L* reporter (*egl-43L>gfp* is a strain containing an insertion of the self-excising cassette [16] after the *gfp* coding sequences to terminate transcription 5’ of the *egl-43* coding sequences) was reduced by *egl-43* RNAi (**Fig 5E and 5F**). Thus, *egl-43* positively regulates its own expression in the AC.

Unlike *nhr-67* or *egl-43*, *fos-1* was not required to maintain the G1 arrest of the AC, as neither the S-phase maker RNR-1::GFP nor the proliferation marker GFP::MCM-7 were up-regulated after *fos-1* RNAi (**S5A and S5B Fig**). We thus speculated that the regulation of *fos-1* by EGL-43 and the cell cycle inhibition via *lin-12* repression represent two independent functions of EGL-43. Supporting this hypothesis, LIN-12::GFP expression was not up-regulated by *fos-1* RNAi, while expression of NICDΔCT did not affect *fos-1* expression levels in the AC (**S5C–S5E Fig**).

Taken together, the expression analysis indicated that *egl-43* and *fos-1* form a positive feedback loop that maintains high expression of both transcription factors in the AC to induce the expression of target genes required for invasion. The auto-regulation of *egl-43* likely adds further robustness to this network.

### EGL-43 binding is enriched at the *fos-1*, *egl-43* and *lin-12* loci

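Chromatin immunoprecipitation followed by sequencing recovers the DNA cross-linked to a protein with an antibody, so that places occupied by the protein appear as local excesses of reads, called peaks. The larvae used here carried *gfp* at the 3′ end of the endogenous *egl-43* gene, which tags both isoforms, and the antibody was directed against GFP. According to S1 Text, 2 populations of L3 larvae were grown independently for 27 h at 25°C, fixed with formaldehyde and EGS (a longer cross-linker that also joins proteins to each other) and processed separately, which gives 2 biological replicates of 1 condition. Chromatin came from whole larvae, so a peak does not tell in which cells the protein was bound. No control library, such as input DNA or a precipitation from untagged larvae, was used here. The authors aligned the reads to the ce11 build of the genome with BWA 0.7.7, converted them with SAMtools 0.1.19 and called peaks with MACS2 separately on each replicate, at a false discovery rate that S1 Text gives as 0.05. For each peak, the deposited lists give the start, the end, the summit, the fold enrichment of the summit over the background estimated by MACS2, and −log10 of the p-value and the q-value. These are the authors' values, and they served only to describe, rank and filter the peaks.
The list of replicate 1 holds 8394 peaks of 150 to 11176 bp, with a fold enrichment between 1.73 and 19.8 (median 3.66) and a highest q-value of 0.00395. Replicate 2 has 10925 peaks of 150 to 11163 bp, whose fold enrichment runs from 1.67 to 19.0 (median 3.71) and whose highest q-value is 0.00688. Both lists thus end below the stated rate of 0.05 and also below 0.01, a cutoff to which the name of the replicate 2 list appears to refer. The median peak length is 274 bp in each, and the peaks cover 3.00% and 3.84% of the genome. The lists carry no read totals, so the sequencing depth is unknown.
Overlapping peaks were merged, and a region was called shared when it held a peak of each replicate, with an overlap of at least 1 bp. Genes were taken from Ensembl release 115 on WBcel235, the assembly that ce11 denotes. A gene was assigned to a region that touched its body or the 500 bp upstream of its start, which follows the second assignment rule of S1 Text. The first rule of S1 Text, a published map of promoters and enhancers, was not used here. S1 Text further split the regions at concave parts of the averaged signal, required a BEADS score (a bias-corrected coverage) of 2.76 and discarded blacklisted regions, and the deposited lists precede these steps.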

To test if the changes in *fos-1*, *lin-12* and *egl-43* reporter expression caused by *egl-43* RNAi could be due to a direct regulation by EGL-43, we performed chromatin immuno-precipitation and sequencing (ChIP-seq) analysis of the endogenous EGL-43::GFP reporter at the L3 stage using anti-GFP antibodies, in two biological replicates (see extended methods). At this stage, most of the EGL-43::GFP expression was confined to cells in the somatic gonad and to approximately 30 head and 6 tail neurons [11] (and this study). The ChIP-seq analysis identified 6276 peaks of significant enrichment, 5257 of which we could associate with 3977 genes (**S5 Table**).

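In the deposited lists, 7517 of the 8394 peaks of replicate 1 overlapped a peak of replicate 2 (89.6%, 95% Clopper-Pearson interval 88.9 to 90.2%). In the other direction, 7411 of 10925 peaks had a partner (67.8%, interval 66.95 to 68.71%). The overlapping peaks formed 7259 shared regions with a median length of 363 bp (interquartile range 273 to 522 bp), and 6908 of them held 1 peak of each replicate. The strongest summits of the replicates lay a median of 25 bp apart (interquartile range 11 to 51 bp). When the replicate 1 peaks were placed at random on their own chromosomes 1000 times, a mean of 661 and at most 753 overlapped a replicate 2 peak (permutation test, one-sided, p = 0.001, the smallest that 1000 shuffles can give). Moving each peak by no more than 10 kb, which keeps it in its neighbourhood, raised the mean to 1576 and the maximum to 1674.
Across the shared regions, the fold enrichments of the replicates were correlated with a Spearman's rho of 0.798, and their log2 values with a Pearson's r of 0.855. Regions are not independent replicates, and no p-value is attached to either coefficient. The log2 difference between the replicates had a median of 0.13 and an SD of 0.31, and 95% of the regions fell between -0.49 and 0.75. These differences are the only measure of replicate error that the lists allow.
Of the shared regions, 5394 (74.3%, interval 73.3 to 75.3%) were assigned to 6543 of the 46926 annotated genes. The choice that moved the number of genes most was the annotation, since 3664 of the 6543 genes were protein-coding. The number of regions depended most on the demand for both replicates: replicate 2 alone would give 10925. In 2499 shared regions (34.4%, interval 33.3 to 35.5%), the strongest summit lay within 500 bp upstream of a gene start. Shuffled regions gave a mean of 16.8% and at most 18.3% (permutation test with 1000 shuffles, one-sided, p = 0.001, the smallest possible).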

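*egl-43* occupies 9955185 to 9963020 on the plus strand of chromosome II (WBcel235), and its body and upstream 500 bp touched 8 shared regions. The strongest, from 9953371 to 9955379, had its summit at 9954466 in replicate 1 and at 9954455 in replicate 2, 719 bp upstream of the gene. Its fold enrichment was 17.7 in replicate 1 and 16.5 in replicate 2, and −log10 of the q-value was 174 and 161. A further region from 9959772 to 9960599, with a fold enrichment of 13.8 and 12.6, lay in intron 5. Its summits, at 9960162 and 9960160, preceded 9960231, the first base of an annotated *egl-43S* transcript. Regions in intron 1 (9955636 to 9956700) and intron 4 (9958637 to 9959285) reached 7.49 and 8.69, and 7.93 and 9.20. The other 4 regions, with summits in exon 3, intron 3, intron 6 and exon 8, stayed between 2.79 and 4.14. Outside the 500 bp rule, a shared region from 9951886 to 9953164 had its summit 2366 bp upstream, with a fold enrichment of 8.19 and 11.2. Another, with its summit 5334 bp upstream, reached 6.97 and 6.67.
*fos-1* lies on the plus strand of chromosome V from 6003601 to 6016087 and had 5 shared regions. The strongest of these, from 6007562 to 6008862 with summits at 6008444 and 6008423, fell in intron 1 of the longest transcript and spanned the start of a shorter one at 6008068. Its fold enrichment was 8.10 and 9.37. The remaining 4, all intronic in the longest transcript, ranged from 2.87 to 6.84. The highest of them, from 6010643 to 6011050, also spanned the start of a shorter transcript at 6010808. A region from 6000308 to 6000920, whose summit was 2983 bp upstream of the gene and thus outside the 500 bp rule, was higher than any of the 5, at 11.1 and 10.0.
*lin-12*, on the minus strand of chromosome III from 9060221 to 9071472, had 3 shared regions of lower enrichment. The summit of the first (9071881 to 9072224) was 551 bp upstream of the gene, with a fold enrichment of 4.96 in replicate 1 and 3.80 in replicate 2. The second (9065937 to 9066260, intron 4) gave 4.53 and 4.14, and the third (9068392 to 9068671, intron 2) gave 3.73 and 2.70. Each replicate also listed 1 peak in *lin-12* that the other lacked, at 2.61 in intron 3 for replicate 1 and 2.95 in exon 6 for replicate 2. The exon 6 peak was higher than the 2.70 of replicate 2 in the third region.
The paper's own peaks were looked up in the first 1998 of the 6276 rows of S5 Table. In these, the paper lists 9 peaks for *egl-43*, the highest from 9954329 to 9954568 with the paper's signal score of 36.8, and 5 for *fos-1*, including the region 2983 bp upstream with the paper's score of 15.4. The counts do not pair with the regions above 1 to 1. Of the *egl-43* peaks, those from 9949742 to 9950041 and from 9952655 to 9952965 lie beyond the 500 bp rule. No peak assigned to *egl-43* falls in its regions in intron 3, intron 6 and exon 8, and none assigned to *fos-1* falls in its regions in intron 3. None of the rows read is for *lin-12*, so the paper's peaks at that gene could not be looked up.

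**Figure D1:**
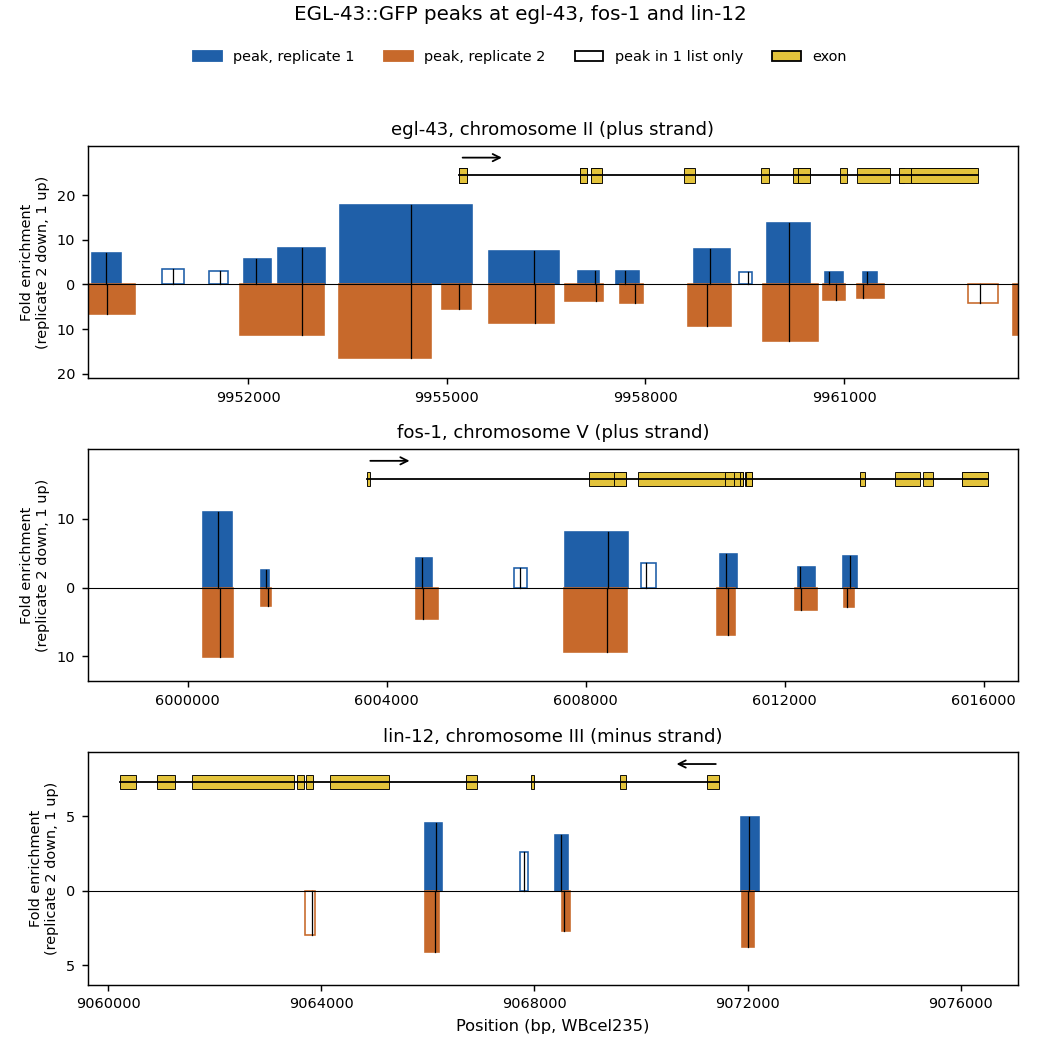
Peaks at *egl-43*, *fos-1* and *lin-12* in WBcel235 coordinates (bp). Each box spans a peak, its height is the fold enrichment (replicate 1 upward in blue, replicate 2 downward in orange), the black line in it marks the summit, open boxes are peaks listed in 1 replicate only, and yellow boxes are exons with an arrow for the direction of transcription. The tallest pair of boxes lies just upstream of *egl-43*, while the boxes at *lin-12* stay below 5.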

EGL-43 binding was found at the *egl-43*, *fos-1* and *lin-12* loci (**Fig 6**). Notably, EGL-43 was also enriched at the *jun-1* locus, which encodes the homolog of the human c-JUN proto-oncogene that forms together with c-FOS the AP-1 transcription factor (**S5 Table**). 

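*jun-1* extends over 19075 bp of the plus strand of chromosome II (9113157 to 9132231) and held 8 shared regions. The strongest by the lower of its replicate values, from 9112625 to 9113549, covered the start of the gene, with the summit 35 bp upstream and a fold enrichment of 8.04 and 7.99 in replicates 1 and 2. A region in intron 6, from 9130226 to 9130795, reached 8.63 in replicate 1 and 6.27 in replicate 2. The other 6 were intronic and lay between 2.66 and 5.80. When the summits of the replicates had to lie within 100 bp of each other, 5 regions were left.
Because a long gene meets more peaks, *jun-1* was set beside the 500 protein-coding genes closest to it in length. Of these, 52.2% (95% Clopper-Pearson interval 47.7 to 56.7%) had a shared region, 14 (2.8%) had at least as many as *jun-1*, and 35 (7%) had a region at least as strong in the weaker replicate. The paper's table assigns 8 peaks to *jun-1*, the highest from 9113042 to 9113338 with the paper's signal score of 11.8. They do not pair with the shared regions 1 to 1. The peak from 9112654 to 9112836 lies in the same region as the highest, and no peak assigned to *jun-1* falls in the region from 9113757 to 9114096.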

Even though no function of JUN-1 in AC invasion has been reported, this observation might indicate that EGL-43 regulates AP-1 activity in other processes, such as ovulation or lifespan [32]. Moreover, EGL-43::GFP was enriched at other previously reported targets, including *mig-10* [33], *hlh-2* [34] and *zmp-1* [11] (**S5 Table**). On the other hand, no specific binding to the *nhr-67* [34] or *cdh-*3 [11] genes was observed, suggesting that these two genes may be indirectly regulated by EGL-43.

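*mig-10* is a long gene of 26737 bp on the plus strand of chromosome III (8279101 to 8305837), and 16 shared regions lay in it, all with intronic summits. The highest 2 were at 8290934 to 8291644 in intron 2 (fold enrichment 8.03 in replicate 1 and 7.16 in replicate 2) and at 8299070 to 8299500 in intron 3 (7.58 and 7.00). Among the 500 protein-coding genes closest in length, 283 (56.6%, 95% Clopper-Pearson interval 52.1 to 61.0%) had a shared region and none had 16, but 64 (12.8%) contained a region at least as strong as its highest.
*zmp-1* (chromosome III, 5926895 to 5932953, minus strand) had 3 shared regions. Their fold enrichments were 3.73 and 3.29 in exon 4 (5928990 to 5929196), 3.05 and 4.14 at exon 1 (5932842 to 5933137), and 2.53 and 3.12 in intron 3 (5931466 to 5931857). Among genes of similar length, 31.8% had a shared region, 15 of 500 (3%) had 3 or more and 110 (22%) had one as strong. Outside the 500 bp rule, further shared regions had summits 1210, 4260 and 5146 bp upstream of *zmp-1*. The most distant of these (5937927 to 5938462) had a fold enrichment of 5.66 in replicate 1 and 4.89 in replicate 2, above each of the 3 assigned regions.
At *hlh-2* (chromosome I, 7190788 to 7193920, minus strand), no shared region fell in the gene or the 500 bp upstream of it. Replicate 1 alone listed a peak 83 bp upstream with a fold enrichment of 2.96. The closest shared region, from 7194833 to 7195217, had its summit 1075 bp upstream, with a fold enrichment of 8.97 in replicate 1 and 4.89 in replicate 2. It was assigned to *hlh-2* when the upstream limit was set to 2000 bp. The log2 ratio of its replicate values lay outside the range that held 95% of the shared regions.

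**Figure D2:**
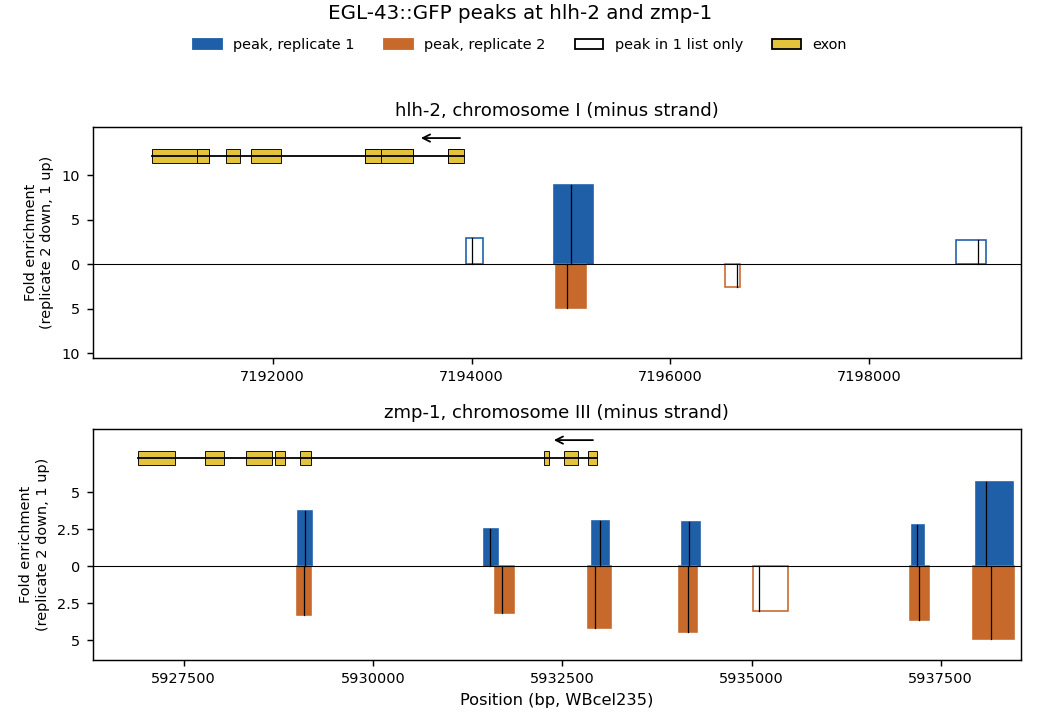
Peaks at *hlh-2* and *zmp-1* in WBcel235 coordinates (bp), drawn with fold enrichment on the vertical axis (replicate 1 upward in blue, replicate 2 downward in orange), summits as black lines, open boxes for peaks of 1 replicate only and yellow exons. At *hlh-2* the filled boxes stand 1075 bp upstream of the gene, and at *zmp-1* 3 low pairs lie in the gene body and at its start.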

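No shared region fell in *nhr-67* (chromosome IV, 11169748 to 11174791, plus strand) or in its upstream 500 bp. Replicate 1 did list a peak there, from 11169568 to 11169840 with its summit 77 bp upstream of the gene, a fold enrichment of 3.40 and a −log10 q-value of 9.00, but replicate 2 had none. The nearest shared region, from 11167159 to 11167395, was 2446 bp upstream and had a fold enrichment of 2.44 in replicate 1 and 3.29 in replicate 2. It ranked 7000 of the 7259 shared regions by the lower of the 2 values. Among the 500 protein-coding genes closest in length to *nhr-67*, 28.2% (95% Clopper-Pearson interval 24.3 to 32.4%) had a shared region.
*cdh-3* (chromosome III, 7741229 to 7754448, minus strand) contained no peak of either replicate in its 13220 bp or in the 500 bp upstream. Upstream, the closest was a peak of replicate 2 alone, 2980 bp away, with a fold enrichment of 4.30. Beyond the other end of the gene, replicate 1 alone listed a peak from 7738831 to 7739031 with a fold enrichment of 2.61. For genes of this length, the share with a shared region was 43.8% (interval 39.4 to 48.3%), so genes without one were in the majority at both lengths.

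**Figure D3:**
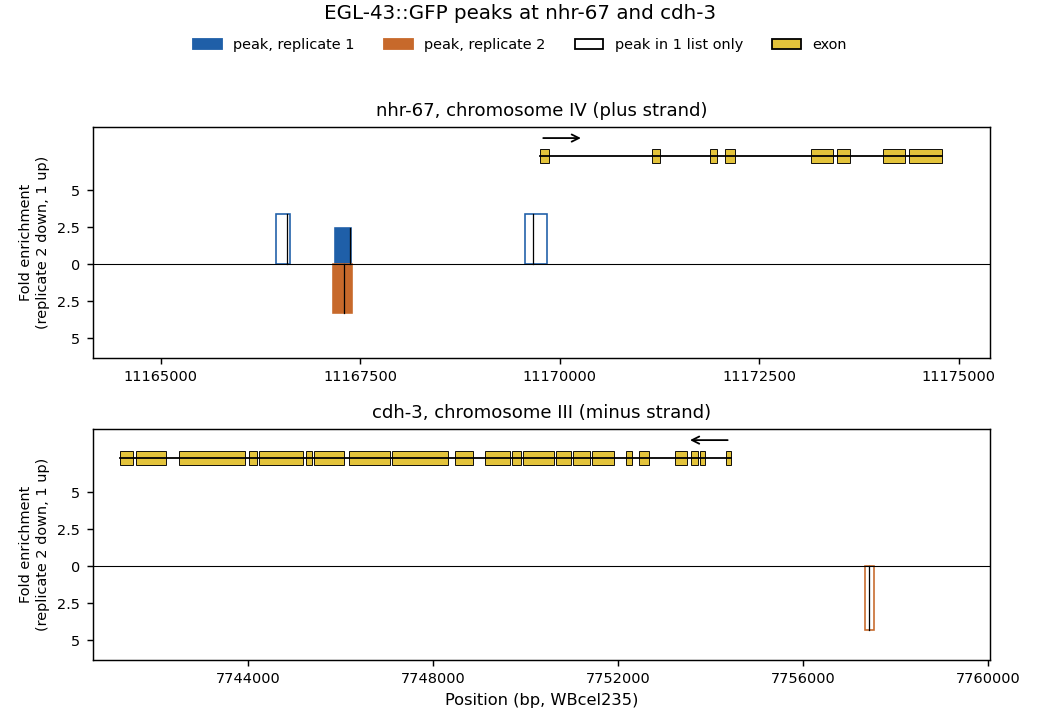
Peaks at *nhr-67* and *cdh-3* in WBcel235 coordinates (bp), with fold enrichment on the vertical axis (replicate 1 upward in blue, replicate 2 downward in orange), summits as black lines, open boxes for peaks of 1 replicate only and exons in yellow. Within the stretches drawn, the only filled pair stands 2446 bp upstream of *nhr-67*, and the open box at its start belongs to replicate 1.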

**Fig 6:**
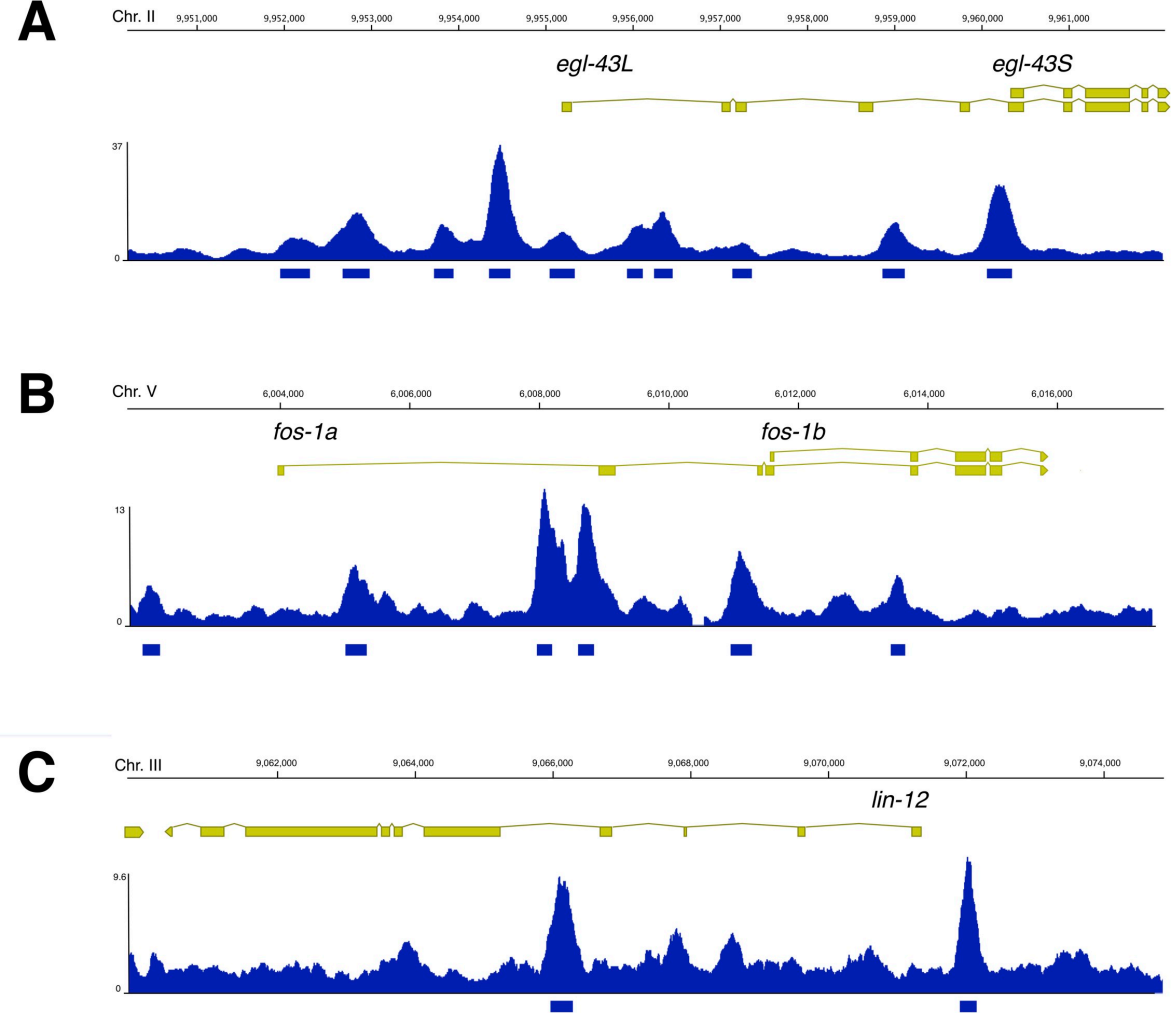
EGL-43 binding is enriched at the *egl-4*3, *fos-1* and *lin-12* loci. **(A)** Enrichment of EGL-43 binding at the *egl-43*, **(B)** *fos-1* and **(C)** *lin-12* loci. The exon-intron structure indicated by the yellow boxes and the genomic locations in base pairs of the three analyzed genes are shown on top. The blue bar graphs show the combined data of two independent ChIP-seq experiments. The numbers on the left vertical axis of each graph indicate the maximal read coverage in the intervals shown. The blue shaded boxes underneath the graphs show the identified peaks. S5 Table contains a list of all identified EGL-43 binding sites.

Taken together, the ChIP-seq analysis suggested that *fos-1*, *lin-12* and *egl-43* are direct EGL-43 targets.

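To compare the loci with the rest of the genome, the shared regions were ranked by the lower of their fold enrichments, and each gene was set beside the 500 protein-coding genes closest to it in length. The region 719 bp upstream of *egl-43* ranked 7 of 7259, and that in intron 5 ranked 61. Of the genes as long as *egl-43*, 33.2% had a shared region (95% Clopper-Pearson interval 29.1 to 37.5%), none had 8, and 1 had a region as strong. For *fos-1*, the intron 1 region ranked 509, within the highest 7.01%, and the region 2983 bp upstream ranked 216. Among genes of its length, 41.4% (interval 37.0 to 45.9%) had a shared region, 26 of 500 (5.2%) had 5 or more, and likewise 26 had one as strong. The *lin-12* regions ranked 2883, 3430 and 6382, and 39.6% (interval 35.3 to 44.0%) of the genes closest to *lin-12* in length had a shared region, 60 of 500 (12%) with 3 or more and 110 (22%) with one as strong. *lin-12* thus lay nearer to the middle of the shared regions than *egl-43* or *fos-1*. All 3 genes also had shared regions at a q-value of at most 1e-05, with summits within 100 bp of each other and with 2000 or 5000 bp upstream, and each had peaks in either replicate taken alone.
The experiment asked whether the changes in reporter expression after *egl-43* RNAi could be due to direct regulation. From the ChIP-seq enrichment at the 3 loci, the paper proposes that EGL-43 targets these genes directly.

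**Figure D4:**
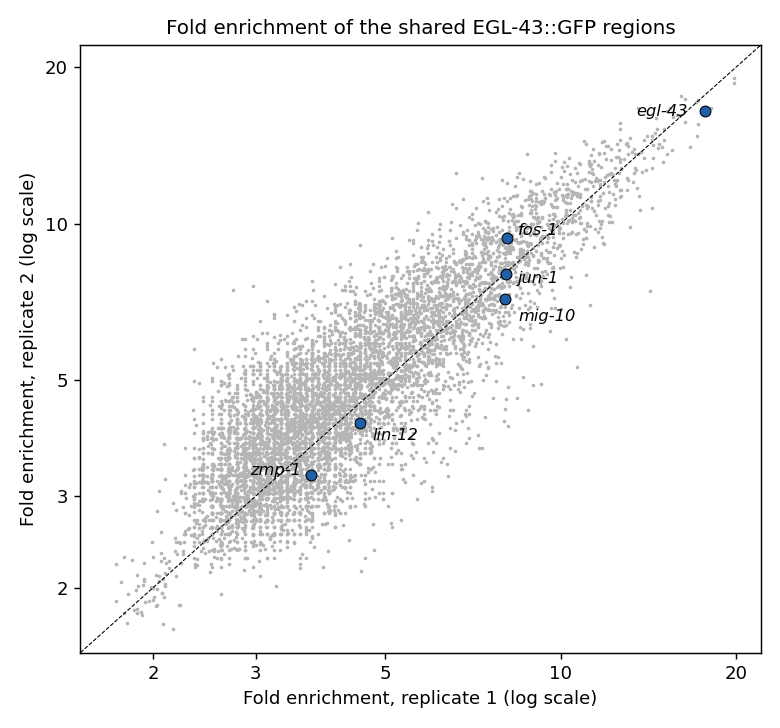
Fold enrichment of the 7259 shared regions in replicate 1 (horizontal) and replicate 2 (vertical), both on log scales. Each grey point is a region, blue points are the strongest region assigned to each gene named beside it, and the dashed line marks equal values. *egl-43* is at the upper end, *fos-1*, *jun-1* and *mig-10* are in the upper part, and *lin-12* and *zmp-1* are in the dense middle of the cloud.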

## Discussion

An uncontrolled activation of cell invasion is one of the hallmarks of malignant cancer cells that form metastases [1]. Genetic studies in model organisms have indicated that invasive tumor cells re-activate the same molecular pathways that control cell invasion during normal animal development. AC invasion in *C*. *elegans* has served as an excellent model to dissect the genetic pathways regulating the invasive phenotype of a single cell [3].

Here, we report that the *egl-43* gene, the *C*. *elegans* ortholog of the human *Evi1* proto-oncogene, functions in a regulatory network together with the transcription factors NHR-67 and FOS-1 to control AC invasion (**Fig 7**). Our results are consistent with a recent report by Medwig-Kinney et al. [34] demonstrating similar interactions between *egl-43*, *nhr-67* and *fos-1* during AC invasion. The inclusion of the LIN-12 NOTCH pathway in our model further expands the network and differentiates between the functions of EGL-43 and the nuclear receptor NHR-67. Even though *egl-43* and *nhr-67* positively regulate each other’s expression at a later stage, our data indicate that EGL-43 and NHR-67 inhibit AC proliferation through distinct mechanisms.

**Fig 7:**
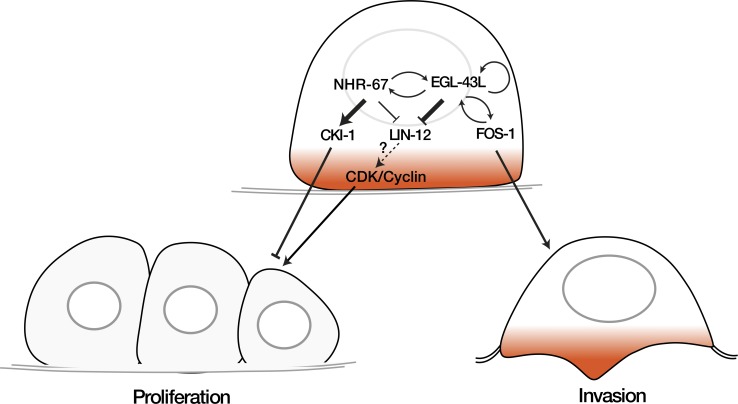
EGL-43L is part of a regulatory network controlling AC invasion. EGL-43L plays two distinct functions during AC invasion. Left side: EGL-43L represses LIN-12 Notch expression in the differentiated AC to prevent proliferation. In addition, EGL-43 and NHR-67 positively regulate each other, and NHR-67 controls CKI-1 expression to maintain the G1 arrest of the AC. Right side: EGL-43L activates in a positive feedback loop together with FOS-1 the expression of pro-invasive genes in the AC.

Firstly, EGL-43 maintains the AC arrested in the G1 phase of the cell cycle by repressing the expression of the LIN-12 Notch receptor. The ectopic activation of Notch signaling in the differentiated AC was sufficient to induce proliferation in the presence of EGL-43, while reducing *lin-12* expression efficiently suppressed the AC proliferation and invasion defects caused by inhibition of *egl-43*. Thus, LIN-12 is an essential downstream target of EGL-43 that can reactivate the cell cycle in the AC. A recent study in *C*. *elegans* has highlighted the importance of the LIN-12 Notch pathway in keeping an equilibrium between the proliferation and differentiation of somatic cells [27]. Furthermore, the regulation of different cell cycle genes by the Notch pathway has been reported in several cases. For example, Notch signaling induces cyclin D1 expression in mammalian kidney and breast epithelial cells [35,36] and activates dE2F1 and cyclin A expression in the photoreceptor precursors of the *Drosophila* eye to promote S-phase entry [37].

It was previously shown that NHR-67 maintains the G1 arrest of the AC by inducing the expression of the CDK inhibitor CKI-1 [8]. While overexpression of CKI-1 efficiently rescued the AC proliferation and invasion phenotype caused by *nhr-67* RNAi, CKI-1 only slightly suppressed the AC proliferation phenotype and had no effect on the invasion defects caused by *egl-43* RNAi. However, it should be noted that the transgene we used to overexpress CKI-1 did not fully suppress the *nhr-67* AC proliferation and invasion phenotypes, while a different *cki-1* overexpression transgene used by Medwig-Kinney et al. [34] caused a complete rescue of *nhr-67* RNAi, probably due to higher levels of CKI-1 expression. It is therefore possible that a further increase in CKI-1 levels beyond the concentration we reached may also suppress the *egl-43* phenotype. Taken together, we suggest that the AC proliferation phenotype caused by inhibition of *egl-43* is less sensitive to an increase in the CKI-1 dosage than the *nhr-67* phenotype.

On the other hand, the *nhr-67* AC proliferation and invasion phenotypes were less sensitive to *lin-12* inhibition when compared to the *egl-43* phenotype, even though NHR-67 RNAi also increased *lin-12* expression in the AC. We thus propose that EGL-43 inhibits AC proliferation predominately by repressing LIN-12 NOTCH signaling, while NHR-67 acts primarily by enhancing CKI-1 expression (**Fig 7**). One possible explanation for the different sensitivities could be that the hyper-activation of LIN-12 signaling caused by loss of *egl-43* results in elevated CDK/Cyclin activity, which overcomes a threshold set by CKI-1-mediated cell cycle inhibition. The inhibition of *nhr-67*, on the other hand, may reduce the threshold by decreasing CKI-1 expression. Since *nhr-67* and *egl-43* positively regulate each other’s expression in the proliferating ACs, EGL-43 may promote *cki-1* expression indirectly via *nhr-67*.

The *egl-43* AC invasion and proliferation phenotypes did not completely correlate, as a fraction of *egl-43* depleted animals -especially in combination with *lin-12* RNAi- contained a single AC that failed to invade. Hence, EGL-43 appears to have an additional function besides merely preventing AC proliferation. EGL-43 likely exerts the proliferation-independent function through its interaction with *fos-1*, which is not required for the G1 arrest of the AC but necessary to induce the expression of pro-invasive genes. Deleting the FOS-1 responsive element (FRE) in the endogenous *egl-43* locus confirmed our earlier findings based on transgenic reporter analysis that *egl-43L* expression is positively regulated by FOS-1 [11]. FOS-1 is not absolutely required for the expression of EGL-43, because additional factors such as HLH-2 activate *egl-43* expression in the AC [10]. Moreover, EGL-43 positively regulates *fos-1* as well as its own expression in the AC. Thanks to the positive feedback loop between *egl-43* and *fos-1*, low levels of either of the two transcription factors may be sufficient to induce a stable expression of both transcription factors and thereby irreversibly determine the invasive fate of the AC. Interestingly, a similar self-activating function has been described for mammalian *Evi1* in hematopoietic stem cells [12].

In summary, EGL-43 coordinates the expression of pro-invasive genes with the cell cycle arrest of the AC by inducing *fos-1* and inhibiting *lin-12 Notch* expression. Thus, EGL-43 is a central component in a regulatory network, which decides whether to divide or invade.

## Material and methods

### *C*. *elegans* culture and maintenance

*C*. *elegans* strains were maintained at 20°C on standard nematode growth plates as described [38]. The wild-type strain was *C*. *elegans* Bristol, variety N2. We refer to translational protein fusions with a :: symbol between the gene name and the tag, while transcriptional fusions are indicated with a > symbol between the promoter/enhancer and the tag. The genotypes of the strains used in this study are listed in **S1 Table**. The construction of the plasmids, oligonucleotides and sgRNAs used to generate the different reporters are described in the **Extended Methods in S1 Text** and in **S2–S4 Tables**.

### Scoring the AC invasion phenotype

AC invasion was scored in mid-L3 larvae after the VPC had divided twice (Pn.pxx stage) as described [11]. We monitored the continuity of the BM by DIC or fluorescence microscopy using the *qyIs10[lam-1>lam-1*::*gfp]* transgene as a marker.

### RNA interference

RNAi interference was done by feeding dsRNA-producing *E*. *coli* [39]. Larvae were synchronized at the L1 stage by hypochlorite treatment of gravid adults and plated on NGM plates containing 3mM IPTG. P0 animals were analyzed after 30–36 hours of treatment. For double RNAi experiments, bacteria of the indicated clones were mixed at a 1:1 ration. RNAi clones targeting genes of interest were obtained from the *C*. *elegans* genome-wide RNAi library or the *C*. *elegans* open reading frame (ORFeome) RNAi library (both from Source BioScience). RNAi vectors targeting *egl-43L* and *egl-43S* were subcloned into the L4440 vector by Gibson assembly (**S3 Table**). The empty L4440 vector (labelled “control” in the figures) was used as negative control in all experiments.

### Microscopy and image analysis

Fluorescent and Nomarski images were acquired with a LEICA DM6000B microscope equipped with a Leica DFC360 FX camera and a 63x (N.A. 1.32) oil-immersion lens, or with an Olympus BX61 wide-field microscope equipped with a X-light spinning disc confocal system, a 100x Plan Apo (N.A. 1.4) lens, a lumencor light engine as light source and an iXon ultra888 EMCCD camera. Worms were imaged with 100 x magnification and z-stacks with a spacing of 0.1 to 0.8 μm were recorded. The Fiji software [40] was used for image analysis and fluorescent intensity quantifications using the built-in measurement tools as follows. To quantify expression of the different reporters, deconvolved optical z-sections across the AC were used to generate summed z- projections. The region of the AC nucleus was manually selected, and the integrated signal intensity was measured in the AC nucleus, from which a background value measured in an identically sized region outside of the animal was subtracted. To quantify the CDK sensor activity, images were processed with a Gaussian blur filter (sigma = 50), and a single mid-sagittal z-slice through the AC nucleus was selected for the measurements. The average of the integrated intensities in three equally sized and randomly selected areas, each in the cytoplasm (I_c_) and the nucleus (I_n_) of the AC were measured to calculate the cytoplasmic to nuclear (I_c_/I_n_) intensity ratios, which are plotted in **Fig 2F**.

## Supporting information

S1 Fig Structure of the FRT-tagged *gfp::egl-43L* allele *zh144*. (TIF) Click here for additional data file.

S2 Fig The PR domain deletion reduces *egl-43* expression levels. **(A)** Quantification of GFP::EGL-43L and GFP::EGL-43LΔPR and **(B**) EGL-43LΔS::GFP and EGL-43LΔZF1::GFP expression levels in the AC of mid-L3 larvae. N- and C-terminal GFP fusions were quantified separately because the site of insertion potentially affects GFP signal intensity. **(C)** Quantification of the AC expression levels of EGL-43::GFP, a reporter for both the EGL-43L and EGL-43S isoforms, upon control, *egl-43*, *egl-43L*, and *egl-43S* RNAi. The numbers of animals analyzed for each condition are shown in bracket. The error bars indicate standard deviations and the horizontal bars the mean values. Statistical significance was determined by Student’s t-tests and is indicated with n.s. for p>0.05 and **** for p<0.0001.
(TIF) Click here for additional data file.

S3 Fig Regulation of *egl-43*, *nhr-67* and *hda-1* expression in early L3 larvae. **(A)** NHR-67::GFP expression in the ACs of early-L3 larvae (Pn.p stage) after *egl-43* RNAi. **(B)** Quantification of NHR-67::GFP expression levels after *egl-43* RNAi. **(C)** GFP::EGL-43L expression in the ACs of early-L3 larvae after *nhr-67* RNAi. **(D)** Quantification of GFP::EGL-43 expression levels after *nhr-67* RNAi. **(E)** HDA-1::RFP expression in mid-L3 larvae after *egl-43* RNAi. **(F)** Quantification of the HDA-1::RFP expression shown in **(E)**. For all reporters, left panels show Nomarski (DIC) images, middle panels the respective reporter together with the LAM-1::GFP BM marker, and right panels merged images with the ACs labelled by *cdh-3>mCherry*::*PH* **(A)**, *cdh-3>mCherry*::*moeABD* **(C)** or *cdh-3>gfp* **(E)**. The error bars indicate standard deviations and the horizontal bars the mean values. Statistical significance was determined with a Student’s t-test and is indicated with ** for p<0.01 and n.s. for p>0.05. The numbers in brackets refer to the numbers of animals analyzed. The scale bars are 5 μm.
(TIF) Click here for additional data file.

S4 Fig AC fate markers remain expressed after *egl-43* RNAi, while Notch signaling does not affect EGL-43L expression. **(A)** *lin-3* reporter expression in the control and *egl-43* RNAi ACs. Left panels show Nomarski (DIC) images and right panels the fluorescence image with LIN-3::mNG. **(B)** *lag-2* expression in the ACs of control and *egl-43* RNAi. Left panels shows Nomarski (DIC) images, middle panel the fluorescence image with *lag-2*>GFP reporter, and right panels the reporter merged with AC marker *cdh-3*>mCherry::PH. **(C)** GFP::EGL-43L expression in the ACs of control and NICDΔCT expressing ACs. Left panels show Nomarski (DIC) images, middle panels the GFP::EGL-43 signal with the LAM-1::GFP BM marker, and right panels merged with the ACs labelled with *cdh-3*>PH::mCherry (control, row 1) and *cdh-3*>NICDΔCT::SL2::mCherry (row 2) respectively. **(D)** Quantification of the GFP::EGL-43L expression shown in **(C)**. The error bars indicate standard deviations and the horizontal bars the mean values. Statistical significance was determined with a Student’s t-test and is indicated with n.s. for p>0.05. The numbers in brackets refer to the numbers of animals analyzed. The scale bars are 5 μm.
(TIF) Click here for additional data file.

S5 Fig FOS-1 neither regulates cell cycle markers nor LIN-12 expression, while LIN-12 does not regulate FOS-1 expression. **(A)** Expression of the S-phase marker RNR-1::GFP after control and *fos-1* RNAi. None of 19 control or 23 *fos-1i* animals showed RNR-1::GFP expression in the AC. **(B)** Expression of GFP::MCM-7 after control and *fos-*RNAi. None of 25 control or 25 *fos-1i* animals showed GFP::MCM-7 expression. **(C)** LIN-12::GFP expression is not up-regulated after control (0/20) or *fos-1* (0/24) RNAi treatment. **(D)** Expression of FOS-1a::YFP in control and NICDΔCT-expressing ACs of mid-L3 larvae. **(E)** Quantification of the FOS-1a::YFP expression shown in **(D)**. For each reporter, the left panels show Nomarski (DIC) images, the middle panels the GFP or YFP signals of the indicated reporters in green (in **(B)** and **(D)** together with the LAM-1::GFP BM marker) and the right panels the GFP reporter signals merged with the ACs labelled with the *cdh-3>mCherry*::*moeABD* **(A, C)**, *lin-3*^*ACEL*^*>mCherry* **(B)** or *cdh-3>nicdΔct*::*sl2*::*mCherry* **(D)** reporters in magenta. The black arrowheads point at the AC nuclei and the white arrows at the locations of the BM breaches. The error bars indicate standard deviations and the horizontal bars the mean values. Statistical significance was determined with a Student’s t-test and is indicated with n.s for p>0.05. The numbers in brackets refer to the numbers of animals analyzed. The scale bars are 5 μm.
(TIF) Click here for additional data file.

S1 Table List of strains used. (DOCX) Click here for additional data file.

S2 Table Design of plasmids used. (DOCX) Click here for additional data file.

S3 Table Oligonucleotide primers used. (DOCX) Click here for additional data file.

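The primers in S3 Table for the RNAi clones that the paper designed against each isoform can be placed on the genome. Those of the *egl-43L* clone, GCCGGACAGTACTCAAAG and CACTGAATGAACTCTCCG, enclosed 9958588 to 9959867 of chromosome II (WBcel235), a fragment of 1280 bp that reaches from exon 4 into intron 5 of the longest transcript. Those of the *egl-43S* clone, GGTGTGTCACAGGGCTCATTC and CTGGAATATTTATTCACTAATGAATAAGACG, delimited 96 bp from 9960204 to 9960299. This stretch is intron 5 for *egl-43L* and contains the beginning of an *egl-43S* transcript at 9960231, upstream of its first coding base at 9960333. Another annotated transcript of 9 exons has the same first coding base but starts at 9957011, upstream of both fragments. By this annotation, the *egl-43L* fragment may thus also match a transcript that codes for the short isoform.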

S4 Table Sequences of the guide RNAs used. (DOCX) Click here for additional data file.

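Each of the 10 guide RNAs of S4 Table had a single exact match in WBcel235 that was followed by an NGG motif, the sequence that Cas9 needs next to its target. For the *egl-43::gfp* allele precipitated in the ChIP-seq experiment, the guides TCTTCCAGGAACGTCCGTTC (C1), TCACACTTTTGGCACCGGAA (C3) and AGCGCTCACACTTTTGGCAC (C5) matched exon 10 of *egl-43* on chromosome II, at 9962117 to 9962136, 9962134 to 9962153 and 9962139 to 9962158. The guides for the N-terminal tag of *egl-43L*, which also served for the ΔFRE allele, matched exon 1 at 9955200 to 9955219 (AGACTTCCTCACGAGTGTTG, N2) and the start of the gene at 9955175 to 9955194 (GATGCTCATCCTGAAAACTT, N3). For the PR domain deletion, S4 Table lists N2 and N3 together with 2 guides in exon 2, at 9957052 to 9957071 (PR#2) and 9957086 to 9957105 (PR#5). The ΔZF1 deletion used Z2 in intron 5 (9960282 to 9960301) and ZD2 in intron 4 (9958770 to 9958789), and Z2 also served for the mutation of the *egl-43S* start. The guide for *mcm-7*, CCACCACTTACAACACAGAC, matched exon 1 at 4347205 to 4347224 of chromosome V.
The 11 bp element removed in the ΔFRE allele, TTACTCATCTT, occurred 79 times in the genome on either strand. Its copy at *egl-43* is on the plus strand at 9955103 to 9955113 of chromosome II and ends 72 bp upstream of the first base of the long transcript, in the sequence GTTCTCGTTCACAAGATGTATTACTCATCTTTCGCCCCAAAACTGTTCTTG.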

S5 Table List of EGL-43 binding sites identified by ChIP-seq analysis. (XLSX) Click here for additional data file.

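S5 Table gives 1 line per peak, with its position in ce11, the genes assigned to it, a concave score and a signal score. S1 Text describes how the peaks were made. The BEADS-normalized coverage of the replicates was averaged, regions with a MACS2 peak in both replicates were split wherever the smoothed curve bulged upward, pieces with a curvature score over 50 were kept, and the signal had to pass 2.76, the level of the background near peaks. The concave score measures how sharply a peak is curved, the signal score how high it is. Because of the split, 1 merged region of the deposited lists can correspond to several lines. The region from 9953371 to 9955379 upstream of *egl-43*, which is 1 peak in replicate 1 and 2 peaks in replicate 2, contains 2 of the paper's peaks, at 9954329 to 9954568 (the paper's concave score 972) and at 9955017 to 9955307 (the paper's concave score 153). The summits of the deposited peaks, at 9954466 and 9954455 and, for the smaller peak of replicate 2, at 9955186, fall within these intervals.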

S1 Text Extended methods. (DOCX) Click here for additional data file.

# Supplementary material for: The Caenorhabditis elegans homolog of the Evi1 proto-oncogene, egl-43, coordinates G1 cell cycle arrest with pro-invasive gene expression during anchor cell invasion
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008470. doi: 10.1371/journal.pgen.1008470
**Supplement:** S1 Table

| **Strain** | **Genotype** |
| --- | --- |
| AH3438 | *maIs103[rnr::gfp]; rrf-3(pk1426)II; qyls10[lam-1::GFP]IV; qyIs50[cdh-3>mCherry::moeABD]V* |
| AH4566 | *zh112[lin-3::mNeongreen::LoxP::3xFlag]IV* |
| AH4743 | *qyIs23[cdh-3>mCherry::PH]II; zh118[GFP(frt)::mcm-7]V; qyIs10[lam-1::GFP]IV* |
| AH4758 | *zhIs131[cyd-1>cyd-1(exon1,2)::gfp]II* |
| AH5218 | *zhIs127[lin-3^ACEL^>mCherryI; rrf-3(pk1426) II;qyIs10[lam-1::gfp] IV; zh118[gfp-frt::mcm-7]V* |
| AH5589 | *wgIs373[nhr-67::TY1::egfp::3xFLAG]; zhIs127[lin-3^ACEL^>mCherry]I; qyIs10[lam-1::gfp]IV* |
| AH5620 | *zhIs127[lin-3^ACEL^>mCherry]I; Zh136[egl-43::ZF1::gfp] II; rrf-3(pk1426) II; qyIs10[lam-1::gfp] IV* |
| AH5654 | *zh146[ΔFRE>gfp::egl-43L]II; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5655 | *zh144 [gfp::egl-43L]II; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5705 | *qyIs23[cdh-3>mCherry::PH]II; qIs56[lag-2>gfp]V* |
| AH5706 | *wgIs72[lin-12::TY1::egfp]; qyIs23[cdh-3>mCherry::PH]II* |
| AH5717 | *zh144[gfp::egl-43L]II;qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV; fos-1(ar105)V/nT1* |
| AH5718 | *zh146[ΔFRE>gfp::egl-43L]II; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV; fos-1(ar105) V/nT1* |
| AH5748 | *zh149[egl-43LΔS::gfp]II; qyIs10[lam-1::gfp] IV* |
| AH5754 | *syIs118[fos-1a::yfp-TX]I; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp] IV* |
| AH5755 | *qyIs23[cdh-3>mCherry::PH] II; qyIs10[lam-1::gfp] IV* |
| AH5756 | *zhIs130[lin-3^ACEL^>CDK sensor::egfp] I; qyIs50[cdh-3>mCherry::moeABD] V; rrf-3(pk1426)II; qyIs10[lam-1::gfp]IV* |
| AH5757 | *zh148[egl-43>gfp::SEC]II/mln1; qyIs50[cdh-3>mCherry::moeABD] V* |
| AH5761 | *zh148[gfp::egl-43LΔPR]II; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5777 | *zhEx647[cdh-3>nicdΔCT::SL2::mCherry]; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::GFP]IV* |
| AH5778 |  |
| AH5779 |  |
| AH5780 | *zhEx655[lin-3^ACEL^>flp-D5]; zh144[gfp::egl-43L]II; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5781 |  |
| AH5783 | *zhEx656[cdh-3>mCherry]; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5783 |  |
| AH5784 |  |
| AH5787 | *zhEx657[cdh-3>cki-1::SL2::mNG]; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5789 | *zh150[egl-43LΔZF1::gfp]II; qyIs10[lam-1::gfp]IV* |
| AH5800 | *zhEx647[cdh-3>nicdΔCT::SL2::mCherry]; zh144 [gfp::egl-43L]II; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::gfp]IV* |
| AH5810 | *zhEx647[cdh-3>nicdΔCT::SL2::mCherry]; qyIs23[cdh-3>mCherry::PH]II; zh118[gfp(frt)::mcm-7]V; qyIs10[lam-1::GFP]IV* |
| AH5860 | *zhEx647[cdh-3>nicdΔCT::SL2::mCherry]; syIs118[ fos-1a::yfp-TX]; qyIs23[cdh-3>mCherry::PH]II; qyIs10[lam-1::GFP]IV* |

# Supplementary material for: The Caenorhabditis elegans homolog of the Evi1 proto-oncogene, egl-43, coordinates G1 cell cycle arrest with pro-invasive gene expression during anchor cell invasion
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008470. doi: 10.1371/journal.pgen.1008470
**Supplement:** S2 Table

| **Construct** | **Plasmid** | **PCR amplification** | | | | | **Vector backbone** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | Fragment | Fw Primer | Rv Primer | Template |  |
| *lin-3^ACEL^>flp-D5* | pEH4 | PCR1 | *lin-3^ACEL^* | oTD70 | oTD71 | pTD14 | pWD79-2RV (PvuII+MluI) |
|  |  | PCR2 | *2XNLS-flp-D5* | oTD72 | oTD73 | pMLS262 |  |
| *egl-43L RNAi* | pEV48 | PCR | *egl-43L* | oEL316 | oEL317 | N2 genomic DNA | L4440  (PstI/XhoI) |
| *egl-43S RNAi* | pEV49 | PCR | *egl-43S* | oEL318 | oEL319 | N2 genomic DNA | L4440  (PstI/XhoI) |
| *gfp(frt)::mcm-7* | pTD16 | PCR1 | 5' homology arm | oTD140 | oTD141 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | 3' homology arm | oTD142 | oTD143 | N2 genomic DNA |  |
| *egl-43::gfp* | pTD24 | PCR1 | 5' homology arm | oTD257 | oTD258 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | 3' homology arm | oTD259 | oTD260 |  |  |
| *lin-3^ACEL^-∆pes10> CDK sensor::egfp* | pTD30 | PCR1 | *lin-3^ACEL^* promoter | oTD277 | oTD136 | pTD14 | pCFJ151 (AvrII/SpeI) |
|  |  | PCR2 | CDK sensor::egfp | oTD278 | oTD279 | SV1667 genomic DNA |  |
| *gfp::egl-43L* | pTD32 | PCR1 | 5' homology arm | oTD311 | oTD312 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | 3' homology arm | oTD313 | oTD314 |  |  |
| *ΔFRE>gfp::egl-43L* | pTD34 | PCR1 | fragment 1 | oTD307 | oTD321 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | fragment 2 | oTD322 | oTD310 |  |  |
|  |  | PCR3 | 5' homology arm | oTD311 | oTD312 | fragment 1 & 2 |  |
|  |  | PCR4 | 3' homology arm | oTD313 | oTD314 | N2 genomic DNA |  |
| *gfp::egl-43LΔPR* | pTD43 | PCR1 | 5' homology arm | oTD311 | oTD312 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | 3' homology arm | oTD326 | oTD327 |  |  |
| *egl-43LΔS::gfp* | pTD46 | PCR1 | 5' homology arm_1 | oTD357 | oTD358 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | 5' homology arm_2 | oTD359 | oTD360 | pSS16 |  |
|  |  | PCR3 | 3' homology arm | oTD361 | oTD214 | N2 genomic DNA |  |
| *egl-43LΔZF1::gfp* | pTD51 | PCR1 | 5' homology arm_1 | oTD370 | oTD371 | N2 genomic DNA | pMW75 (ClaI+SpeI) |
|  |  | PCR2 | 5' homology arm_2 | oTD372 | oTD360 | pTD46 |  |
|  |  | PCR3 | 3' homology arm | oTD373 | oTD214 | N2 genomic DNA |  |
| *cdh-3>cki-1*  *::SL2::mNG* | pTD55 | PCR1 | *cdh-3* promoter | oTD402 | oTD286 | pEV27 | pCFJ151 (AvrII/SpeI) |
|  |  | PCR2 | *cki-1* | oTD287 | oTD300 | N2 genomic DNA |  |
|  |  | PCR3 | *SL2::mNG* | oTD301 | oTD302 | pBN396 |  |
| *cdh-3>nicdΔCT*  *::SL2::mCherry* | pTD56 | PCR1 | *cdh-3* promoter | oTD203 | oTD394 | pEV27 | pCFJ151 (AvrII/SpeI) |
|  |  | PCR2 | *nicdΔCT* | oTD395 | oTD396 | pSH16 |  |
|  |  | PCR3 | *SL2::mCherry* | oTD397 | oTD299 | pTD30 |  |
| *cdh-3>mCherry* | pTD57 | PCR1 | *cdh-3* promoter | oTD404 | oTD203 | pTD56 | pCFJ151 (AvrII/SpeI) |
|  |  | PCR2 | *mCherry* | oTD403 | oTD299 | pTD56 |  |

# Supplementary material for: The Caenorhabditis elegans homolog of the Evi1 proto-oncogene, egl-43, coordinates G1 cell cycle arrest with pro-invasive gene expression during anchor cell invasion
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008470. doi: 10.1371/journal.pgen.1008470
**Supplement:** S4 Table

| **Allele** | **Guide RNA sequence** | **Guide RNA name** |
| --- | --- | --- |
| *zh136[egl-43::gfp]* | TCTTCCAGGAACGTCCGTTC | egl-43 sgRNA C1 |
|  | TCACACTTTTGGCACCGGAA | egl-43 sgRNA C3 |
|  | AGCGCTCACACTTTTGGCAC | egl-43 sgRNA C5 |
| *zh144[gfp::egl-43L]* | AGACTTCCTCACGAGTGTTG | egl-43 sgRNA N2 |
|  | GATGCTCATCCTGAAAACTT | egl-43 sgRNA N3 |
| *zh146[ΔFRE>gfp::egl-43L]* | AGACTTCCTCACGAGTGTTG | egl-43 sgRNA N2 |
|  | GATGCTCATCCTGAAAACTT | egl-43 sgRNA N3 |
| *zh148[gfp::egl-43LΔPR]* | AGACTTCCTCACGAGTGTTG | egl-43 sgRNA N2 |
|  | GATGCTCATCCTGAAAACTT | egl-43 sgRNA N3 |
|  | CTGATTAAGGAAGCTGATGA | egl-43 sgRNA PR#2 |
|  | CTCCTGCCTCATACAAATAT | egl-43 sgRNA PR#5 |
| *zh149[egl-43LΔS::gfp]* | AGTGAATAAATATTCCAGGA | egl-43 sgRNA Z2 |
| *zh150[egl-43LΔZF1::gfp]* | AGTGAATAAATATTCCAGGA | egl-43 sgRNA Z2 |
|  | AGTCGGAAAAGTTATTGGCA | egl-43 sgRNA ZD2 |
| *zh119[gfp(frt)::mcm-7]* | CCACCACTTACAACACAGAC | mcm-7 sgRNA2 |

# Supplementary material for: The Caenorhabditis elegans homolog of the Evi1 proto-oncogene, egl-43, coordinates G1 cell cycle arrest with pro-invasive gene expression during anchor cell invasion
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008470. doi: 10.1371/journal.pgen.1008470
**Supplement:** S1 Text

# Extended methods

# *Generation of reporters and rescue transgenes*

For all constructs, PCR fragments were amplified with Phusion DNA Polymerase (New England Biolabs) and were assembled by Gibson cloning (assembly kit #E2611, New England Biolabs). Details on the constructions of the plasmid and sequences of the oligonucleotides used can be found in **S2 and S3 Tables**. All plasmids were verified by DNA sequencing. For each transgenic reporter, single-copy transgene insertions were created according to the MosSCI protocol by microinjection of 50 ng/µl of the respective reporter plasmid together with 50 ng/µl pJL43.1 (*mos-1* transposase) and 2.5 ng/µl pCFJ90 (*myo-2>mCherry*), 5 µ pcFJ104 (*myo-3>mCherry*) and 10 ng/µl pGH8 (*rap-3>mCherry*) as co-injection markers as described [41].

# *Generation of endogenous reporters/deletions by CRISPR/Cas9*

# The CRISPR/Cas9 method described in [16] was used to generate the endogenous *egl-43* reporters and domain/motif deletions. For the ∆FRE reporter, a 11 bp (TTACTCATCTT) deletion was introduced into the repair template plasmid (pTD34). For the ΔPR and ΔZF1 domain deletions, two sets of guide RNAs each targeting one deletion breakpoint were used. A list of the sgRNAs used for each CRISPR/Cas9 allele can be found in S4 Table.

*EGL-43 ChIPseq analysis*

To produce synchronized L3 larvae of the *egl-43::gfp* strain, gravid adults were bleached, and embryos were left to hatch in M9 buffer overnight at 20°C. The following day, 15’000 L1 larvae per 10cm NGM plate (around 100 plates per experiment) were incubated at 25°C for 27 hours until they had reached the L3 stage. The correct stage was verified by examining under Nomarski optics if the VPCs had reached the Pn.pxx stage in most animals. The L3 larvae were collected by sucrose-flotation, washed with PBS containing protease inhibitors and frozen by dripping the concentrated solution of larvae into liquid nitrogen. Two independently generated populations of L3 larvae were separately processed for ChIP-seq.

# Chromatin immunoprecipitations and library preparations were conducted as described in [42], using formaldehyde and EGS as fixatives and anti-GFP antibody ab290 (Abcam). ChIP-seq reads were aligned to the ce11 assembly of the *C. elegans* genome using BWA v. 0.7.7 [43] with default settings (BWA-backtrack algorithm). The SAMtools v. 0.1.19 ‘view’ utility was used to convert the alignments to BAM format. Normalized ChIP-seq coverage tracks were generated using the BEADS algorithm [44]. MACS2 [45] was used to call peaks with 0.05 FDR cutoff separately on each replicate. Regions with overlapping peaks found in both replicates were kept; as some regions contained more than one clear peak, they were split into separate peaks as in Janes et al, 2018 [46] and https://github.com/jurgjn/yapc by identifying concave regions (those with negative smoothed second derivative) in the averaged BEADS normalized BigWig track, keeping those with curvature scores over 50 and thresholding at the genome-wide level of background in peak neighbourhoods (BEADS score of 2.76). Peaks overlapping blacklisted regions (https://gist.githubusercontent.com/Przemol/ef62ac7ed41d3a84ad6c478132417770/raw/56e98b99e6188c8fb3dfb806ff6f382fe91c27fb/CombinedBlacklists.bed) were discarded.

# Peaks were assigned to genes if they overlapped a promoter or enhancer assigned to a gene in [46]. Peaks that did not overlap a mapped promoter or enhancer were assigned to genes if they overlapped with a gene body or were within 500 bp upstream of a Wormbase TSS sourced from Ensembl v90. Peaks that did not fulfil either criterion were left unassigned. Peak calls and gene assignments are shown in S5 Table. The ChIP-seq data generated in this study are available at the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE144292.

**Additional references cited in the extended methods**

41. Frøkjær-Jensen C, Davis MW, Hopkins CE, Newman BJ, Thummel JM, Olesen S-P, et al. Single-copy insertion of transgenes in Caenorhabditis elegans. 2008;40: 1375–1383. doi:10.1038/ng.248

42. McMurchy AN, Stempor P, Gaarenstroom T, Wysolmerski B, Dong Y, Aussianikava D, et al. A team of heterochromatin factors collaborates with small RNA pathways to combat repetitive elements and germline stress. Elife. eLife Sciences Publications Limited; 2017;6: 7931. doi:10.7554/eLife.21666

43. Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 2009;25: 1754–1760. doi:10.1093/bioinformatics/btp324

44. Cheung M-S, Down TA, Latorre I, Ahringer J. Systematic bias in high-throughput sequencing data and its correction by BEADS. Nucleic Acids Res. 2011;39: e103–e103. doi:10.1093/nar/gkr425

45. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. BioMed Central; 2008;9: R137–9. doi:10.1186/gb-2008-9-9-r137

46. Jänes J, Dong Y, Schoof M, Serizay J, Appert A, Cerrato C, et al. Chromatin accessibility dynamics across C. elegans development and ageing. Elife. 2018;7: 255. doi:10.7554/eLife.37344

How the deposited data were processed for this re-analysis (not part of the article)

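Binding of EGL-43 to chromatin was measured by ChIP-seq in L3 larvae that carry *gfp* in the endogenous *egl-43* gene, with an antibody against GFP, in 2 biological replicates from independently grown populations. The condition and the replicate number of each list were taken from the sample labels and from S1 Text. There was 1 condition, and no control library was used, so no comparison between groups was possible. The other experiments of the study (reporter expression, RNAi, CRISPR alleles) are imaging and genetics and were not analysed here.

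According to S1 Text, the authors aligned the reads to ce11 with BWA 0.7.7 in its backtrack mode, converted the alignments with SAMtools 0.1.19 and called peaks with MACS2, whose version is not given there, separately on each replicate with a false discovery rate of 0.05. The highest q-values in the lists lie under 0.01. The deposited lists hold, for each peak, a fold enrichment, which is the ratio of the reads at the summit to the background that the authors' peak caller estimated, with 1 added to both. They also hold −log10 of the p-value and −log10 of the q-value that the authors' MACS2 run gave to the peak. The deposited score of a peak is 10 times −log10 of its q-value, rounded down, and was not used further. The position of the summit is deposited as a distance from the start of the peak. All positions are given here counted from 1. The lists were made before the later steps of S1 Text, in which the authors split regions by curvature, applied a BEADS score of 2.76 and removed blacklisted regions.

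The lists give no totals of reads. In replicate 1, 3911 peaks (46.6%) had a fold enrichment that is a whole multiple of 0.0871, and in replicate 2, 5651 peaks (51.7%) had a multiple of 0.0844. Whole reads over a uniform background of 10.5 and 10.8 reads give these steps. For 3810 and 5523 of these peaks, a Poisson test on those reads also returned the deposited −log10 p-value. The product of read number and fragment length was therefore similar in the replicates, unless reads were rescaled before the peaks were called. The fragment length is unknown, so the depth is unknown as well, and the reliability of a peak was judged from its presence in both lists and from the spread of fold enrichment between them.

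Peaks of the replicates that overlapped by at least 1 bp were merged into regions, and a region with a peak of each replicate was called shared. A region took the highest fold enrichment of its peaks in each replicate, and regions were ranked by the lower of the 2 values. Genes came from Ensembl release 115 on WBcel235 (46926 genes, of which 19985 are protein-coding), and S1 Text names release 90. The lengths of all chromosomes in WBcel235 were checked against the last positions in the lists. A gene was assigned to a region that touched its body or the 500 bp upstream of its start. The promoter and enhancer map that S1 Text consults before this rule was not used here. Exons and introns were numbered in the longest transcript of each gene.

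The overlap of the lists was compared with 1000 random placements of the replicate 1 peaks on their chromosomes, and the share of summits near gene starts with 1000 random placements of the shared regions, both one-sided. Shares have 95% Clopper-Pearson intervals, which cover counting error only. Correlations across regions are given without a p-value. Each gene was compared with the 500 protein-coding genes closest to it in length. Windows of 50 bp either side of the strongest summits were searched for short words on both strands and compared by Fisher's exact test, two-sided, with flanks of the same width centred 500 bp away. All 8192 words of 7 bases (counted with their reverse complements) were tested in the same way, with Benjamini-Hochberg adjustment. The share of 36-base words that occur more than once in the genome served as a measure of repeated sequence. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

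The genes named in the text were fixed by a rule: the 9 genes that the ChIP-seq section names, 8 other genes that the study examines or names as players in anchor cell invasion (*him-4*, *hda-1*, *cki-1*, *cyd-1*, *lin-3*, *lag-2*, *mcm-7* and *rnr-1*), and the 5 shared regions with the highest fold enrichment. The rule for the words searched was also fixed: AGATGAG and ACAAGATA, the sites of the C-terminal and N-terminal zinc fingers of mammalian EVI1, and TGASTCA, the AP-1 site, where S stands for C or G.

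The alternatives tried were a q-value of at most 0.01 or 1e-05, a reciprocal overlap of at least 50%, summits within 100 bp of each other, each replicate alone, nuclear chromosomes only, limits of 2000 and 5000 bp upstream, protein-coding genes only, the nearest gene start only, ranking by p-value, shuffles limited to 10 kb, and other windows, backgrounds and lengths for the words. Merging, shuffling and word counting were tested on simulated data. All 1500 planted shared regions were found, 5 of 100 pairs of unrelated lists gave a p-value under 0.05, and a planted word ranked 1 of 8192, with 11 words past the threshold. The simulated peaks were placed at random and the simulated bases were equally frequent. These runs therefore check the code, not how the tests behave on clustered peaks or uneven sequence.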

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

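The tests on the region upstream of *cki-1* were chosen only after the result was seen. The regions described here were selected because they carry a signal in both replicates and lie at genes, or in a part of the genome, that the text of the study does not discuss among its ChIP-seq results. With no control library, a signal common to any anti-GFP precipitation cannot be separated from binding by EGL-43, and since all samples share 1 condition, no biological explanation was tested for any of them. The lists of genes, the thresholds and the processing alternatives were set before the data were examined. Of the other genes on the list, *cyd-1* (5.40 in replicate 1 and 4.05 in replicate 2) and *rnr-1* (3.13 and 3.33) each had 1 shared region. *hda-1*, *lin-3*, *lag-2* and *mcm-7* had 0, although a region 976 bp upstream of *hda-1* reached 4.29 and 3.87. S5 Table assigns the paper's peak over that region, from 14524267 to 14524520 on chromosome V, to *hda-1* and *ril-1*.

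*cki-1* encodes the CDK inhibitor that the study places downstream of NHR-67. A shared region from 7810013 to 7810572 on chromosome II had its summit at 7810344 in both replicates, 896 bp upstream of *cki-1*, with a fold enrichment of 8.27 in replicate 1 and 10.3 in replicate 2. It ranked 465 of 7259, above each shared region assigned to *lin-12*. A weaker region 1993 bp upstream reached 4.88 and 5.82, and another 191 bp upstream reached 3.57 and 3.29. Only the last falls under the 500 bp rule. S5 Table itself assigns the paper's peaks at 7810217 to 7810482 and 7809138 to 7809378 to *cki-1*. A mistaken gene is argued against by the distances: the closest protein-coding start is that of *cki-1* at 896 bp, and the next is that of *cki-2* at 6155 bp. For comparison, 1733 shared regions had their summit within 500 bp upstream of a protein-coding gene start. Of these, 118 (6.81%, 95% interval 5.67 to 8.10%) had as high a fold enrichment. The region 896 bp upstream of *cki-1* lies outside that group. Enrichment common to open gene starts and binding specific to *cki-1* cannot be told apart, because a high rank alone does not exclude unspecific precipitation when no control library is at hand.

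*him-4*, which the study cites as a gene that needs *egl-43* for its expression, is not mentioned in the ChIP-seq section. It had 4 shared regions, all intronic. The strongest, from 9737491 to 9738169 on chromosome X in intron 31, had a fold enrichment of 6.36 in replicate 1 and 7.51 in replicate 2 and ranked 1075 of 7259. Its summits, at 9737693 and 9738012, differed between the replicates, and it was lost when summits had to lie within 100 bp of each other, which left 3 regions at *him-4*. Replicate 2 alone had 7 peaks in the gene. The gene is 36200 bp long, and 57.8% (95% interval 53.3 to 62.2%) of the 500 protein-coding genes closest in length also had a shared region. In 80 of them (16%) there was a region as strong, so *him-4* is not unusual for its length in this respect.

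The 5 shared regions with the highest fold enrichment, by the lower of the replicate values, lay at other genes. Their lower values were 19.0 for a region upstream of *dhhc-1* (chromosome X, 15100497 to 15100960), 18.6 for one at the noncoding RNA genes *T19F4.5* and *T19F4.6* (chromosome V, 6879344 to 6880145), 17.2 for one upstream of *Y97E10C.1* (chromosome V, 7727659 to 7728801), 17.1 for one at *tctn-1* and *cyc-2.1* (chromosome IV, 4747595 to 4748744) and 16.7 for one upstream of *bet-2* (chromosome X, 10567408 to 10569676). The region upstream of *egl-43*, at 16.5, followed at rank 7. Reads shared between repeated copies are argued against as the source, since the median share of repeated 36-base words in the 5 regions was 0%. Whether such heights also occur in precipitations of other proteins was not tested.

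Chromosome X carried 1725 shared regions, or 97.4 per Mb, whereas the autosomes carried between 51.6 and 82.6 per Mb. It held 23.8% of the shared regions and 17.7% of the genome. X has fewer protein-coding genes per Mb than any autosome, and with 0.632 shared regions per protein-coding gene it also exceeded the autosomes on that scale (0.216 to 0.431). The excess was not limited to weak peaks, because when all regions were split into 4 equal groups by fold enrichment, 21.4% of the regions in the highest group lay on X (95% interval 19.6 to 23.4%), still above its share of the genome. It was larger in the lowest group, at 25.6%. Reads shared between repeated copies are argued against too: the mean share of repeated 36-base words was 3.04% in regions on X and 5.54% in regions on autosomes. Unspecific precipitation that differs between X and the autosomes stays open.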

How the results depend on the processing

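Each choice was changed in turn, with the others kept, and no alternative was added after the data were examined. Over 29 results, 185 values were computed, and 158 of them kept their direction and their side of the threshold or moved within the replicate spread (for counts, within 1.5 times). A q-value of at most 0.01 removed no peak, since both lists end below it, so the 26 results equal under it say nothing about stability. At 1e-05, no result changed by these measures.

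The number of genes fell from 6543 to 3664 when only protein-coding genes were assigned. The share of assigned regions, 74.3%, became 63.2% with protein-coding genes and 89.0% with 2000 bp upstream. The share with the summit upstream of a gene start, 34.4% within 500 bp, became 23.9% with protein-coding genes and 64.1% within 2000 bp. Shuffled regions gave means of 16.8%, 9.20% and 49.3%, so the excess was smallest in proportion within 2000 bp. Here the alternatives themselves offer fewer genes or more sequence. The correlation of the replicates was 0.798 with fold enrichment and 0.809 with −log10 p, a change larger than the spread used but small.

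Among the named genes, *jun-1* had 5 shared regions in place of 8 when summits had to lie within 100 bp of each other. *hlh-2* had 1 in place of 0 with 2000 bp upstream and also 1 with 5000 bp. With 5000 bp, *nhr-67* had 1 in place of 0 and *zmp-1* had 6 in place of 3. *egl-43*, *fos-1*, *lin-12* and *mig-10* stayed within 1.5 times their counts, and *cdh-3* stayed at 0, under every alternative run for them. Of the counts for 8 genes outside the ChIP-seq section, 6 moved beyond 1.5 times the main count or away from 0. The other 50 stayed within that factor, although not all were equal: *him-4* had 3 in place of 4 at 1e-05. The alternatives with more upstream sequence, or with a closer match of summits, admit more or fewer regions by construction.

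For the EVI1 and AP-1 words at summits, described under the other observations, a change of background reversed the direction of ACAAGATA: its ratio was 0.714 against flanks (p = 0.223, Fisher's exact test) and 1.29 against positions matched on GC content (p = 0.375), with neither p-value past 0.05. In the 500 strongest regions it was found at 0 summits. The AP-1 word fell from a ratio of 2.93 to 2.00 in the 500 strongest regions (p = 0.0689, Fisher's exact test), where 14 summits carry it in place of 249. The cause was not tested, and fewer summits alone widen the interval. No other change of window, background, word length or strength moved the ratio of AGATGAG or TGASTCA across the threshold.

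Taking each replicate alone gave 8394 to 10925 regions, and 73.1 to 73.5% of them were assigned to a gene. The share at gene starts ranged from 32.0 to 33.9%. *hlh-2* and *nhr-67* had 0 to 1 regions, the 1 being a peak of replicate 1 in each case. The ratios at summits ranged from 2.59 to 3.51 for AGATGAG, from 0.674 to 0.676 for ACAAGATA and from 2.70 to 2.88 for TGASTCA. No paired analysis was possible because the replicates form 1 group. The unknown depth limits what an absent peak means: a gene without a peak had no enrichment that these lists could detect.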

Differences from the paper's values

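No test chosen after the result was seen enters this part. The paper associates its peaks with 3977 genes, and the shared regions touched 6543 annotated genes or their upstream 500 bp. Of the alternatives set before the data were examined, protein-coding genes only (3664 genes) and the nearest gene start only (5484 genes) came within 1.5 times of the paper's value. A q-value of at most 0.01 (6543) or 1e-05 (6155), summits within 100 bp of each other (6073), 2000 bp upstream (9388), replicate 2 alone (8608) and replicate 1 alone (6936) did not. The number of peaks (the paper's 6276, here 7259 shared regions) and the number associated with a gene (the paper's 5257, here 5394) were within that factor.

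The paper lists *hlh-2* among the genes at which EGL-43::GFP was enriched. Here *hlh-2* and the 500 bp upstream of it had 0 shared regions. With 2000 or 5000 bp upstream there was 1, and replicate 1 taken alone had 1 peak at the gene. S1 Text first assigns peaks by a promoter and enhancer map, which was not used here. Whether that map places the region 1075 bp upstream at *hlh-2* is therefore unknown. None of the 1998 rows of S5 Table that were read is for *hlh-2*.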

Other observations

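The distance to the FRE, the comparison of the AP-1 word with other arrangements of its bases and the separate look at mitochondrial rRNA genes are tests chosen only after the result was seen. The words CTGCGTC, CTCTCTC, GAGACGC and AGACGCA were singled out after their values were seen, and so was the stricter reading of the reversed word GAGTAGA. The samples share 1 condition, so no biological explanation was tested by comparing groups.

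Peaks listed in 1 replicate only were mostly weak. The peaks of each list were split into 4 equal groups by fold enrichment. In the lowest group of replicate 2, 33.8% (95% interval 32.0 to 35.6%) overlapped a peak of replicate 1, against 98.4% in the highest group. In replicate 1 the shares were 73.7% and 99.9%. Peaks without a partner had a median fold enrichment of 2.87 in replicate 1 and 2.95 in replicate 2, and peaks in shared regions 3.83 and 4.39. This is consistent with enrichment near the detection limit of the peak caller as the reason why a peak is missing from the other list. The peak of replicate 1 alone at *nhr-67*, with a fold enrichment of 3.40, falls in a group of replicate 1 in which 87.9% of the peaks had a partner, so weak enrichment alone leaves its absence from replicate 2 open.

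Replicate 2 had more peaks than replicate 1. If a deeper library had only added peaks near the limit of detection, the lists would be equally long among strong peaks. At a fold enrichment of at least 5, replicate 2 still had 2838 peaks and replicate 1 had 2180, a ratio of 1.30 (95% interval 1.23 to 1.38), which argues against that explanation as the whole cause. In shared regions, the fold enrichment of replicate 2 exceeded that of replicate 1 by a median of 0.13 on the log2 scale. Whether the precipitation was more efficient in replicate 2 was not tested.

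Of 20 nuclear rRNA genes, 19 had a shared region. These genes lie in repeated arrays, and the median share of 36-base words that occur more than once in the genome was 81.4% in the 6 regions concerned, against a median of 0% in regions at no rRNA gene. Reads shared between repeated copies are therefore a candidate explanation for these regions. Both mitochondrial rRNA genes also lay in shared regions (766 to 6926 and 7003 to 12930), and for these reads shared between repeated copies are argued against by a share of repeated words of 0%. The mitochondrial regions span most of the 13794 bp of that genome, so their overlap with rRNA genes says nothing specific about these genes. Other explanations for the mitochondrial regions were not tested. The blacklist that the study applied after these lists was not used here.

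EGL-43 is the homolog of mammalian EVI1, whose C-terminal zinc fingers recognize a site with the core AGATGAG. This word was present within 50 bp of the strongest summit in 309 of 7259 shared regions (4.26%, 95% interval 3.80 to 4.75%) and in 182 of 14505 flanks (1.25%), a ratio of 3.39 (95% interval 2.83 to 4.07, Fisher's exact test, two-sided, p = 1.04e-41). It ranked 96 of 8192 words of 7 bases, of which 2962 were more frequent at summits at an adjusted p-value under 0.05, so an excess of this kind is common. The core of the N-terminal site, ACAAGATA, was not enriched (20 of 7259 summits, ratio 0.714, p = 0.223 by Fisher's exact test). For AGATGAG, GC content is argued against as the whole cause, since the ratio was 2.78 relative to positions of the same GC content. Base composition beyond GC content was not matched. Repeated sequence is argued against as the whole cause too. Over windows free of masked repeats the ratio was 2.07 (95% interval 1.551 to 2.757), lower than over all windows but above 1. A general excess of words made of the same bases is not excluded. Of 139 other arrangements of the 7 bases, 12 (8.63%) had a ratio at least as high, and 116 had a ratio above 1. If EGL-43 recognized the word, the share of summits with it would rise with fold enrichment. It did, by a factor of 2.25 (95% interval 1.63 to 3.10) from the lowest to the highest of 4 equal groups of regions, but the reversed word GAGTAGA rose by 2.00 (95% interval 1.14 to 3.51). The prediction written in advance asked only for the rise, and the stricter reading was adopted once the reversed word had been seen. Recognition of the word by EGL-43 cannot be told apart from a rise that words of this composition share.

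The AP-1 site TGASTCA was present at 249 summits (3.43%, 95% interval 3.02 to 3.87%) and in 1.17% of flanks, a ratio of 2.93 (95% interval 2.41 to 3.55, Fisher's exact test, two-sided, p = 3.43e-28). A general excess of words of the same bases is argued against, because 1 of 629 other arrangements (0.159%) reached this ratio and their median was 0.812. Repeated sequence is argued against as well, with a ratio of 3.94 over windows free of masked repeats. Unlike AGATGAG, the share of summits with TGASTCA did not differ between the lowest and the highest of these groups (ratio 1.16, 95% interval 0.800 to 1.67, Fisher's exact test, p = 0.441). A hypothesis that the study does not examine is that EGL-43 and an AP-1 factor such as FOS-1 may occupy some of the same sites. No data on FOS-1 binding were used here, and sites open to many factors would give the same pattern.

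CTGCGTC was the word of 7 bases with the lowest p-value for enrichment at summits. It occurred at 841 of 7259 summits (11.6%, 95% interval 10.9 to 12.3%) and in 111 of 14505 flanks (0.765%), a ratio of 15.1. The words that followed by p-value included GAGACGC and AGACGCA, which overlap its reverse complement GACGCAG, and the run CTCTCTC. Its share rose from 5.01% of the summits in the lowest group of fold enrichment to 20.6% in the highest, a factor of 4.11 (95% interval 3.30 to 5.12). Over windows free of masked repeats, the ratio fell to 8.80 (95% interval 5.75 to 13.5) and the share of summits to 7.54%. Repeated sequence is thus argued against as the whole cause, while part of the excess goes with masked sequence. A candidate explanation is that EGL-43, or a protein that is precipitated with it, prefers sites with this word. The study does not report a motif, and without a control library the word might equally mark sites that are recovered in many precipitations.

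The FOS-responsive element of *egl-43*, TTACTCATCTT at 9955103 to 9955113 on chromosome II, lies within the strong shared region upstream of the gene. Its reverse complement, AAGATGAGTAA, contains AGATGAG, and its part TTACTCA matches TKASTCA, where K stands for G or T, a looser form of the AP-1 site. Binding of EGL-43 at the FRE is argued against as the source of the strongest peak, because the closer of its summits is 642 bp away and the other 653 bp. Replicate 2 has a separate, lower peak from 9954924 to 9955361 with its summit at 9955186, 78 bp from the centre of the FRE, and a fold enrichment of 5.40. Replicate 1 has no separate summit there, so a lower peak near the FRE has no replicate check. The paper's peak from 9955017 to 9955307, split out of the averaged signal, contains the FRE. An average does not check the replicates against each other.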
